# A tight control of *Rif1* by Oct4 and Smad3 is critical for mouse embryonic stem cell stability

**DOI:** 10.1038/cddis.2014.551

**Published:** 2015-01-08

**Authors:** P Li, X Ma, I R Adams, P Yuan

## Abstract

Prolonged culture of embryonic stem cells (ESCs) leads them to adopt embryonal carcinoma cell features, creating enormous dangers for their further application. The mechanism involved in ESC stability has not, however, been extensively studied. We previously reported that SMAD family member 3 (Smad3) has an important role in maintaining mouse ESC stability, as depletion of *Smad3* results in cancer cell-like properties in ESCs and *Smad3−/−* ESCs are prone to grow large, malignant teratomas. To understand how Smad3 contributes to ESC stability, we performed microarray analysis to compare the transcriptome of wild-type and *Smad3−/−* ESCs. We found that Rif1 (RAP1-associated protein 1), a factor important for genomic stability, is significantly upregulated in *Smad3−/−* ESCs. The expression level of *Rif1* needs to be tightly controlled in ESCs, as a low level of *Rif1* is associated with ESC differentiation, but a high level of *Rif1* is linked to ESC transformation. In ESCs, Oct4 activates *Rif1*, whereas Smad3 represses its expression. Oct4 recruits Smad3 to bind to *Rif1* promoter, but Smad3 joining facilitates the loading of a polycomb complex that generates a repressive epigenetic modification on *Rif1* promoter, and thus maintains the expression of *Rif1* at a proper level in ESCs. Interestingly, Rif1 short hairpin RNA (shRNA)-transduced *Smad3−/−* ESCs showed less malignant properties than the control shRNA-transduced *Smad3−/−* ESCs, suggesting a critical role of Rif1 in maintaining the stability of ESCs during proliferation.

Embryonic stem cells (ESCs) can serve as a rich source of differentiated cells for cell-based therapy due to their pluripotency and unlimited self-renewal capacity. However, prolonged culture of ESCs results in ESCs accumulating numerous mutations, and they gradually adopt embryonal carcinoma cell features.^1, 2, 3^ This prompts serious safety concerns with regard to ESC applications and also raises important questions regarding how ESCs maintain their genomic stability.

Transforming growth factor beta (TGF-*β*) signaling has an important role in development and homeostasis. It also functions in multiple diseases such as cancer, tissue fibrosis and diabetes.^4, 5^ Through their respective ligand receptors, TGF-*β*/Activin/Nodal activates SMAD family member (Smad)2/Smad3. The activated Smads bind to Smad4 and translocate from cytoplasm to the nucleus to regulate the downstream genes.^6, 7^ TGF-*β*/Activin/Nodal signaling is crucial for maintaining self-renewal and pluripotency in human ESCs, but appears to be dispensable for the pluripotency of mouse ESCs.^8, 9^ Instead, the activation of Activin/Nodal signaling is required for the propagation of mouse ESCs.^10, 11^ Smad3 is a downstream factor of TGF-*β*/Activin/Nodal signaling. Although depletion of *Smad3* leads to transient expression distortion of mesoderm markers during embryoid body (EB) formation, the final lineage formation is not affected,^12^ as *Smad3* knockout mice are viable and fertile.^13^ This may be because Smad2, another downstream factor of TGF-*β*/Activin/Nodal signaling, has a redundant role of Smad3. It has been reported that Smad2 and Smad3 collaboratively regulate mesoderm formation during embryo development.^12, 14^ Previously, we found that activation of Smad3 is vitally important for ESCs to maintain their genetic integrity during propagation, as depletion of *Smad3* leads mouse ESCs to adopt cancer cell properties.^12^ To further illustrate how Smad3 contributes to ESC stability, we performed microarray assay to identify genes that show an obvious change after *Smad3* depletion. Among the genes affected by *Smad3* depletion, Rif1 (RAP1-associated protein 1), a factor closely associated with chromatin stability, shows the greatest upregulation.

Rif1 is first identified in budding yeast as a Rap1-interacting factor. It is recruited to the telomere by Rap1 and implicated in maintaining telomere structure and homeostasis.^15, 16^ In mammalian cells, except the regulation of telomere homeostasis,^17, 18^ Rif1 mediates the ATM (ataxia telangiectasia mutated)/53BP1 (tumor suppressor p53-binding protein 1) signaling after DNA damage to repress break resection and promote the non-homologous end joining (NHEJ) mechanism in G1 phase.^19, 20, 21, 22, 23^ In addition, Rif1 globally regulates the replication-timing program in both yeast fission and mammalian cells.^24, 25, 26, 27^ Rif1 localizes to the stalled replication forks in response to ATR activation and serves as a component of the DNA replication checkpoint.^28, 29, 30, 31^ Rif1 is also highly expressed in the pluripotent stem cells.^32, 33, 34^ Knockdown of *Rif1* by RNA interference in mouse ESCs leads to ESC differentiation.^35^

In this study, we determine that Rif1 is an important contributor to ESC stability during its propagation. Rif1 expression level is tightly controlled by Smad3 and Oct4. Reduction of *Rif1* by RNA interference leads *Smad3−/−* ESCs to show less malignant properties than control shRNA knockdown *Smad3−/−* ESCs, suggesting that upregulation of Rif1 is a key factor in the transformation of *Smad3−/−* ESCs.

## Results

### *Rif1* is a direct downstream target of Smad3

Previously, we reported that depletion of *Smad3* in mouse ESCs produced cancer cell-like features.^12^ To understand the underlying mechanism, cDNA microarray analysis was performed to compare the transcriptome between wild-type (WT) and *Smad3−/−* ESCs. 

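Total RNA (10 μg) of WT and Smad3−/− ESCs, pluripotent cells of the early mouse embryo that the sample labels describe as grown with 2i (CHIR99021 and PD0325901, inhibitors of Gsk3 and Mek) and LIF, was hybridized to Affymetrix mouse exon arrays, with 1 array for each genotype. On such an array a gene is measured by several probe sets that each cover part of the transcript. The deposited table held 229581 probe sets for the 2 arrays on a log scale. The highest value is 31433 on a linear scale if the logarithm has base 2, which lies under the 65536 levels of a 16-bit scanner, whereas natural logarithms would give 3078645. They were therefore read as log2 signal. The median signal was 8.80 in the WT array and 8.89 in the array labelled Smad3−/−. Affymetrix Expression Console and the mm8 build are named in the submitters' processing notes, while the background correction, the summarization of probes and the normalization between arrays are not given in the sources used here. A symbol of a single gene was attached to 208397 probe sets, several symbols to 3965 and none here to 17219, and the 3965 probe sets with several symbols were not used to name a gene. The 208397 probe sets represented 16299 genes, with a median of 11 probe sets per gene. The value of a gene was the median over its probe sets, and its difference was the median over the probe sets of the array labelled Smad3−/− minus the array labelled WT. With 1 array per genotype no difference has a replicate check, no test between the genotypes was run, and the number of arrays limits the precision. The choice of the median over probe sets, made before the data were examined, could change the numbers, because probe sets of a gene did not always move together. The spread of the differences between the arrays depended on the signal, with an SD of 0.53 in the dimmest of 10 equal groups of probe sets, 0.57 in the next and 0.15 in the brightest.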

Genes with more than a 1.5-fold difference between WT and *Smad3−/−* ESCs were selected by Partek software to generate a heat map. 

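Between the 2 arrays, 188 genes were higher by more than 1.5-fold in the array labelled Smad3−/− and 115 were lower. In data simulated with the spread of these arrays, 252 of 15884 genes left unchanged passed 1.5-fold. Of the 7567 of these that were expressed with 3 or more probe sets, 0 passed. The simulated noise was independent for each probe set, so a median over several probe sets of an expressed gene could hardly pass. It held no difference shared by all probe sets of a gene. Its spread was that of the differences between the 2 arrays themselves, which includes any differences between the genotypes. Neither the 252 nor the 0 is therefore a chance count for the arrays. In the arrays, 66 of 7982 expressed genes with 3 or more probe sets were higher and 14 were lower. Among expressed genes with at least 75% of their probe sets in one direction, the largest differences were higher values of Baiap2l1, an adaptor of the actin cytoskeleton, with a log2 difference of 4.09 (17.0-fold), and of Sgce, the imprinted gene of epsilon-sarcoglycan, with a log2 difference of 3.36 (10.3-fold). All 20 probe sets of Baiap2l1 and all 13 of Sgce were higher. At the brightest probe set their log2 differences were 2.96 and 2.28, and with a pseudocount of 50 added 3.915 and 2.71. The imprinted non-coding RNA H19 followed with 4.13-fold, a log2 difference of 2.045 (3.03 at its brightest probe set and 1.59 with the pseudocount). Its imprinted neighbour Igf2 had a log2 difference of 0.83 (0.08 at its brightest probe set). Dmgdh and Bhmt2, enzymes of choline and homocysteine metabolism, were 2.90-fold and 2.28-fold higher, and Rmc1 (3110002H16Rik on the array) was 2.87-fold higher. The lysosomal glycoprotein gene Cd68 (2.45-fold), the complement inhibitor gene Cd59a (2.26-fold, with a log2 difference of 1.175 that was 0.76 at its brightest probe set), the glycosyltransferase gene B3galnt1 (2.15-fold) and the galectin gene Lgals3 (2.08-fold) completed the 10 largest higher values of such genes. The largest lower values belonged to Dpysl3, a regulator of the cytoskeleton in neurons, with a log2 difference of -1.67, and Ube2l6, the conjugating enzyme of the ubiquitin-like protein Isg15, with -1.56. After Lefty1, which has its own values beside the sentence on it, came Pla2g1b with -0.87, Galnt11 with -0.86, the X-linked homeobox gene Rhox9 with -0.78 (-1.34 at its brightest probe set), Miip (D4Wsu114e on the array) with -0.77, Coro2b and Mrpl20 with -0.70 each, and Lrrc8a with -0.67 from 1 probe set.

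**Figure D1:**
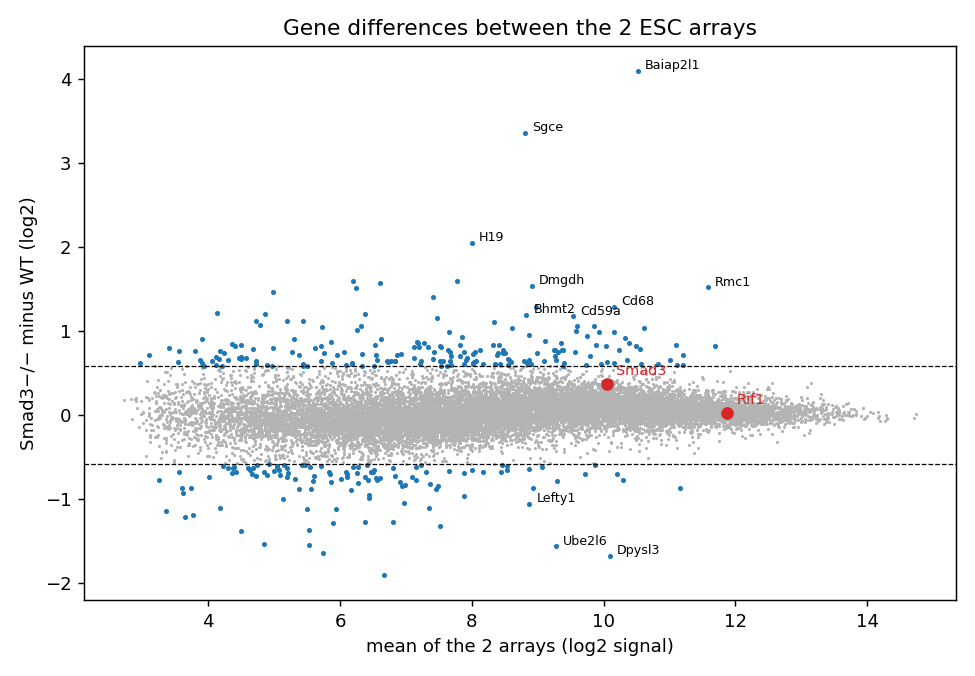
Difference of each gene between the arrays (array labelled Smad3−/− minus array labelled WT, log2) against its mean log2 signal in the 2 arrays. Each point is 1 of 16299 genes, blue points are the 188 higher and 115 lower genes past the dashed lines at 1.5-fold, and red points mark Rif1 and Smad3, which lie between the lines. Baiap2l1 stands highest at 4.09.

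Of 32 gene lists fixed before the data were examined, 30 had at least 5 measured members, and their medians were set against 10000 random lists of genes of like signal as a description of these 2 arrays. Of 22 measured pluripotency genes none passed 1.5-fold, and their median difference was 0.115, at the 99.58 percentile. It was 0.068 after removal of the trend (percentile 99.68) and 0.05 with the brightest probe set (97.79). Pou5f1 had a difference of 0.09, Sox2 of 0.095 (-0.03 at its brightest probe set) and Nanog of 0.0. Klf2, Esrrb and Tbx3 each had 0.23, where removal of the trend left 0.15 for Klf2 and the brightest probe set gave 0.0 for Esrrb and 0.06 for Tbx3, while Lin28a had -0.33. Of 13 trophoblast genes, 4 of which were expressed, Cga (1.59, at a signal under the expression floor, and 0.85 with the pseudocount) and Plac1 (0.635, but 0.20 at its brightest probe set) were higher by more than 1.5-fold, while Elf5 was the 1 member that was lower, with -0.365. The list's median of 0.17 lay at the 99.47 percentile, at 95.98 with the mean over probe sets and at 77.4, with a median of 0.02, with the brightest probe set. Among 13 hypoxia and glycolysis genes, the prolyl hydroxylase gene Egln3 (0.99) and Ndrg1 (0.82) passed 1.5-fold, and the glucose transporter gene Slc2a1 had 0.38. The list's median of 0.185 lay at the 99.88 percentile. It was 0.09 after quantile normalization (percentile 98.84) and 0.0885 after removal of the trend (98.87). The 17 homeobox cluster genes, of which 0 reached the expression floor, had a median of -0.20, at the 0.16 percentile (3.44 with the brightest probe set), and none passed 1.5-fold. Hoxa10 had -0.54, but -0.59 after quantile normalization, -0.30 with the mean over probe sets and -0.04 at its brightest probe set. The 14 cytosolic ribosomal protein genes (median 0.10, at the 99.4 percentile, and 94.96 with the brightest probe set) and the 18 DNA replication genes (median -0.015, at the 0.87 percentile, 3.75 after removal of the trend and 23.88 with the brightest probe set) held no member past 1.5-fold. Of 30 lists of unrelated genes 1.5 would lie outside the central 95% of random lists by chance. Members of a fixed list may vary together, so this number need not hold here. As deposited, the remaining 24 lists lay inside it. Of these, apoptosis regulators came to lie outside after quantile normalization and after removal of the trend, and neural and ectoderm genes and imprinted genes when expressed genes alone were used. The 24 lists included non-homologous end joining, homologous recombination, replication checkpoint, telomere and polycomb genes, none of which had a member past 1.5-fold. The 20 feeder fibroblast genes, 5 of which were expressed, had a median of 0.055, at the 88.44 percentile, and no member past 1.5-fold, and with the brightest probe set it was -0.16, at the 1.64 percentile.

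**Figure D2:**
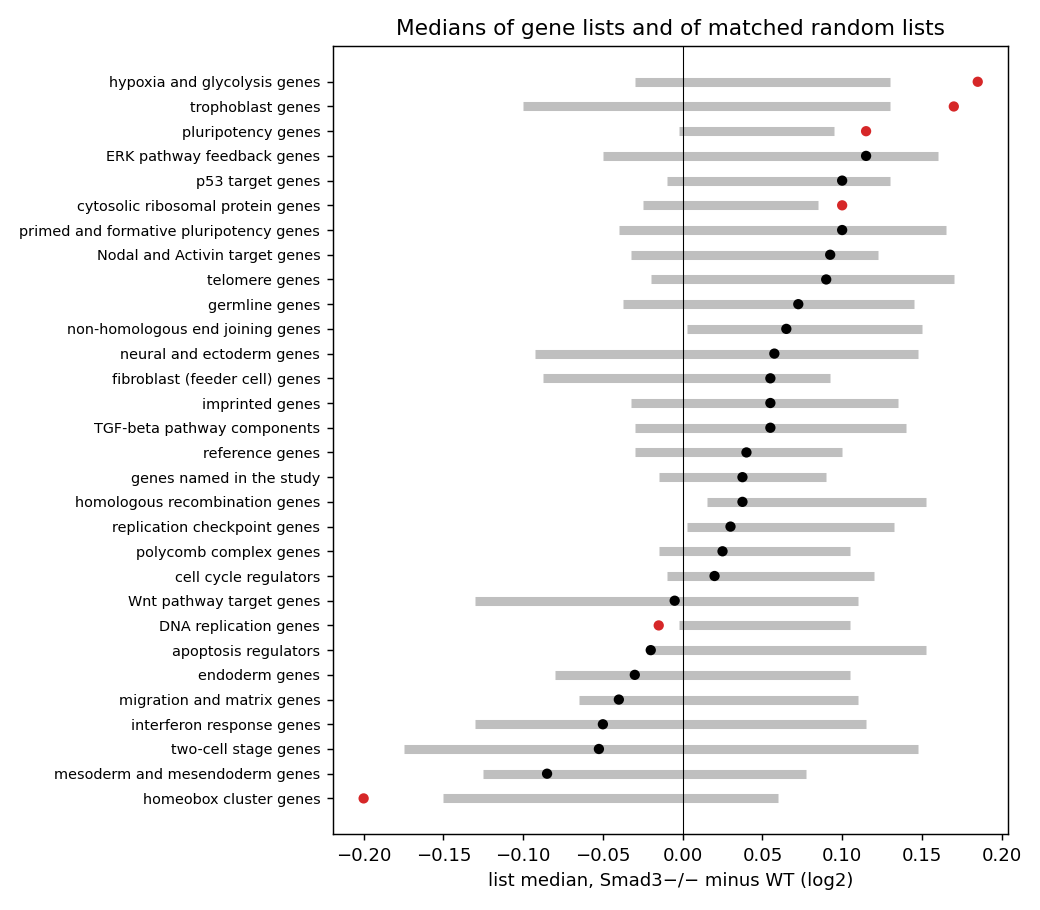
Median difference (array labelled Smad3−/− minus array labelled WT, log2) of the 30 gene lists. Grey bars span the central 95% of 10000 random lists of genes of like signal, and the 6 red points lie outside their bar, from -0.20 for homeobox cluster genes to 0.185 for hypoxia and glycolysis genes.

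The counts depended on dim genes, since of 8155 expressed genes 71 were higher and 16 lower. They also depended on genes with fewer than 3 probe sets, since of 15123 genes with 3 or more 131 were higher and 42 lower. The share of higher genes among those past 1.5-fold was 62.0% as deposited, 51.2% after quantile normalization, 52.7% with the median gene difference set to 0, 81.6% among expressed genes and 43.5% with the brightest probe set (324 higher and 420 lower), and Lgals3 (0.56) and Miip (-0.39) came within 1.5-fold when the brightest probe set stood for the gene and Mrpl20 (-0.33) when a pseudocount of 50 was added.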

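Smad3, the gene targeted in the knockout line, was measured by 16 probe sets, and these did not move together. Probe set 4594059 had a log2 signal of 9.29 in the WT array and 6.79 in the array labelled Smad3−/−, which is 5.66-fold lower. Of the other 15 probe sets, 7 were higher by more than 1.5-fold in the array labelled Smad3−/−, with differences from 1.12 to 1.84, and 8 lay within 1.5-fold, from -0.03 to 0.40. The median difference over the 16 probe sets was 0.375 (0.20 at the brightest probe set), higher in the array labelled Smad3−/− but within 1.5-fold. The paper's text does not name the deleted part of Smad3, and the positions of the probe sets were not used here. A probe set outside the deleted part says nothing about the knockout, so this median does not decide whether the label holds. Lefty1, which encodes an inhibitor of Nodal signaling, was lower at all 7 of its probe sets. Its median signal was 9.40 in the WT array and 8.35 in the array labelled Smad3−/−, a log2 difference of -1.05 (2.07-fold lower), and 6 of the 7 probe sets were lower by more than 1.5-fold. The probe set nearest to no difference was at -0.55 and the farthest at -2.23. Lefty1 held the third largest lower value among expressed genes. Of 14 measured Nodal and Activin target genes Lefty1 was the only member past 1.5-fold, whereas Nodal and Skil each had a difference of 0.30, and the list's median was 0.0925, at the 89.76 percentile of random lists (0.025 with the brightest probe set). Smad2 had a difference of 0.195 and Smad4 of 0.10, and each had -0.03 at its brightest probe set. With the probe set farthest from 0 in place of the median, a setting chosen after seeing the data, the difference of Smad3 was -2.50.

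**Figure D3:**
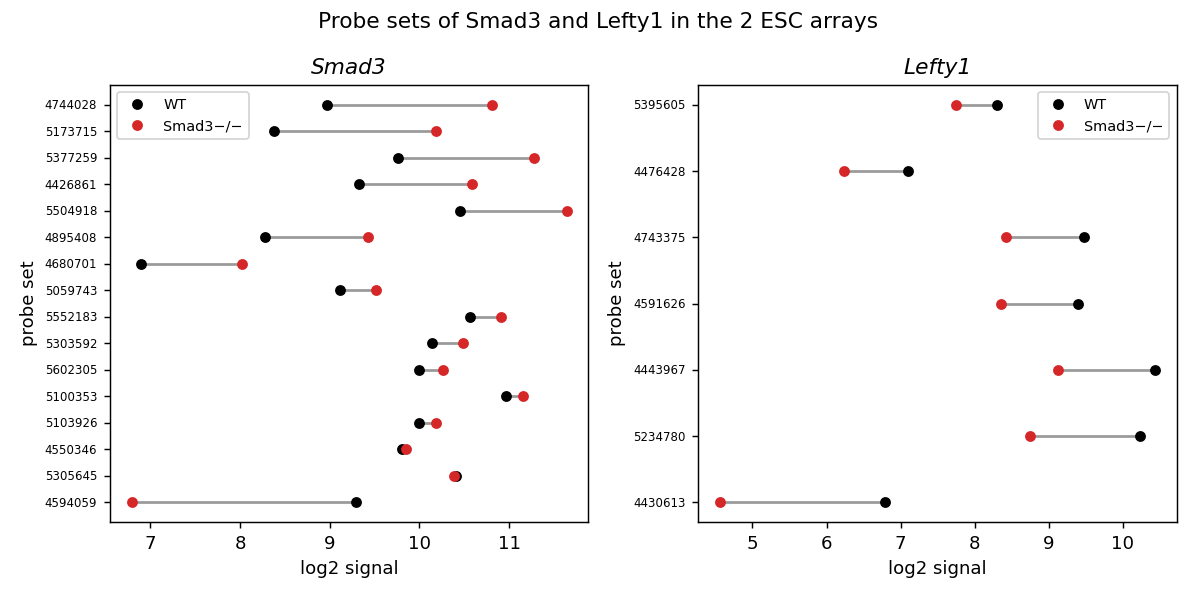
Log2 signal of the 16 probe sets of Smad3 and the 7 of Lefty1 in the WT array (black) and the array labelled Smad3−/− (red), 1 line per probe set, ordered by the difference. A single Smad3 probe set (9.29 against 6.79) is far lower in the array labelled Smad3−/−, while all 7 Lefty1 probe sets are lower.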

On the basis of the microarray data, the expression of *Smad3* and *Lefty1* was markedly reduced in *Smad3−/−* ESCs. Besides, validation of eight randomly picked genes by real-time PCR further suggests that the microarray result was reliable. 

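Rif1 was covered by 40 probe sets. Its median log2 signal was 11.79 in the WT array and 11.98 in the array labelled Smad3−/−, and the median difference over the probe sets was 0.025 (1.02-fold). By this value Rif1 ranked 8486 of 16299 genes, and 5416 of 8155 expressed genes, from the highest difference down. A single probe set, 5037048, read 3.96 in the WT array and 10.66 in the array labelled Smad3−/−. This log2 difference of 6.70 (104-fold) was the largest of all 229581 probe sets, and the next was 5.54, in Baiap2l1. Of the remaining 39 probe sets of Rif1, 33 lay within 1.5-fold and 6 were higher by 0.73 to 1.11. Over these 39 the median difference was 0.02 with an SD of 0.40 between probe sets, which is a spread within 1 pair of arrays and not between replicates. The mean over all 40 probe sets was 0.26, at rank 1619, and the mean without probe set 5037048 was 0.10. The direction of the small gene value turned with the setting, to -0.023 after removal of the signal-dependent trend and to -0.14 at the brightest probe set. It was -0.01 with the median gene difference set to 0, which lowers every gene by 0.035 and left the rank at 8486. Ranked as a single probe set, a setting chosen after seeing the data, Rif1 was at rank 1. From the array and its further experiments on Rif1 (Fig. 1), the paper concludes that Smad3 represses Rif1 in mouse ESCs.

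**Figure D4:**
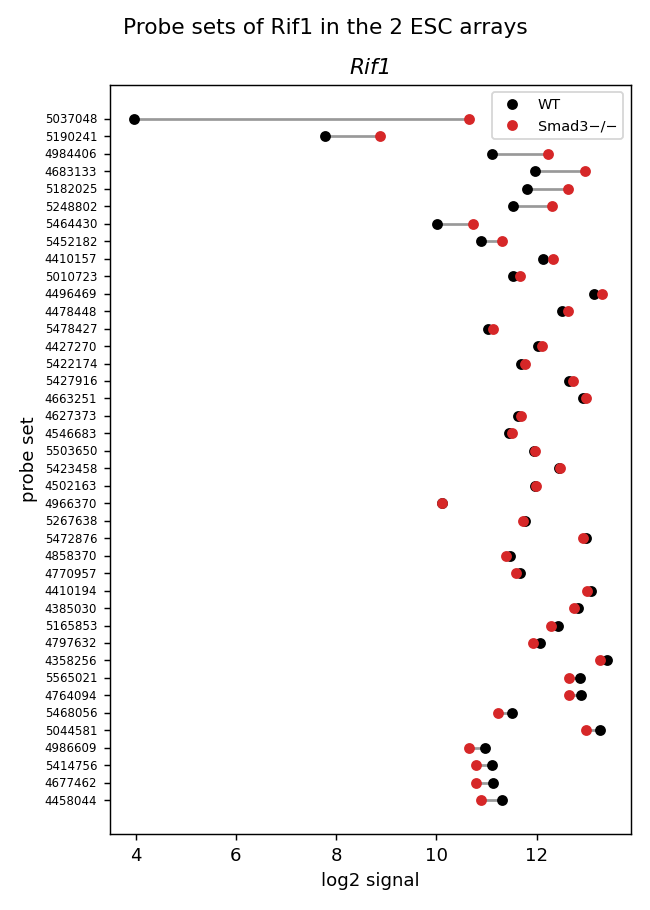
Log2 signal of the 40 Rif1 probe sets in the WT array (black) and the array labelled Smad3−/− (red), 1 line per probe set, ordered by the difference. Probe set 5037048 reads 3.96 and 10.66, and the other 39 differ by -0.40 to 1.11.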

Among the genes that show different expression after *Smad3* depletion, *Rif1* ranked as the highest upregulated gene in *Smad3−/−* ESCs (Figure 1a and Supplementary Figure S1A). Real-time PCR and western blot analysis confirmed the upregulation of Rif1 at both mRNA and protein level in *Smad3−/−* ESCs (Figures 1b and c). Furthermore, overexpression of *Smad3* in *Smad3−/−* ESCs could significantly downregulate *Rif1* expression, but upregulate *Lefty1* expression (Figure 1d). As Smad3 is a downstream factor of the Activin pathway in mouse ESCs,^10^ we treated ESCs with Activin A (25 ng/ml) and Activin A inhibitor SB431542 (10 μM), respectively, to examine the expression of *Rif*1. As expected, the expression of *Rif1* was decreased by Activin A treatment, but increased by SB431542 treatment. The expression of *Lefty1* and *Lefty2* was regulated conversely, confirming that *Lefty1* and *Lefty2* are positively regulated by Activin/Smad3 pathway, whereas *Rif1* is negatively regulated by this pathway (Figures 1e and f). On the basis of Mullen's chromatin immunoprecipitation (ChIP)-seq data, there are two Smad3-binding sites (SBS1 and SBS2) at the promoter region of *Rif1.*^4^ Therefore, we designed primers to quantitate *Rif1-1* and *Rif1-2* regions that cover SBS1 and SBS2, respectively. Examining ChIP-enriched DNA by real-time PCR, we found that Smad3 specifically bound to the *Rif1-1* and *Rif1-2* regions (Figure 1g). To further examine whether *Rif1* promoter activity was affected by *Smad3* depletion, a luciferase assay was performed with the *Rif1* promoter containing the Smad3-binding sites. The result showed that *Rif1* promoter activity was enhanced in *Smad3−/−* ESCs compared with WT ESCs (Figure 1h). Taken together, all these data demonstrated that *Rif1* is a target of the Activin/Smad3 pathway, and that Smad3 represses *Rif1* expression in mouse ESCs.

### Inverse expression profiles between *Smad3* and *Rif1*

To further examine the correlation between *Smad3* and *Rif1*, we examined the expression profiles of these two genes in mouse ESCs, mouse embryonic fibroblasts (MEFs), teratoma cells and mouse ESC-differentiated cells. *Smad3* showed higher expression in MEFs and teratoma cells than in ESCs. Conversely, *Rif1* was expressed at a lower level in MEFs and teratoma cells than in ESCs (Supplementary Figures S1B, S1C and S2A). In addition, we also traced the expression changes of *Smad3* and *Rif1* during ESC differentiation using monolayer culture and EB formation (Supplementary Figures S1D and S2B). ESC differentiation was accompanied by gradual downregulation of pluripotent markers and expression of lineage markers (Supplementary Figures S1E and S2C). During ESC differentiation, the expression of *Smad3* mRNA was gradually increased, whereas the expression of *Rif1* mRNA was decreased (Supplementary Figures S1F and S2D). Interestingly, although the expression of *Rif1* was decreased in *Smad3−/−* ESC-formed EBs, the *Rif1* level was always higher in *Smad3−/−* ESC-formed EBs than in WT ESC-formed EBs at the same stage, suggesting that Smad3 is one of the key components regulating *Rif1* expression during ESC differentiation (Supplementary Figure S2E). These expression profiles also confirm previous reports that Rif1 is a factor associated with pluripotency.^32, 35^

### Oct4 is required for Smad3 to bind to *Rif1* promoter

Multiple Oct4-bound genes are found to be co-occupied by Smad3 and respond to TGF-*β* signaling.^4^ To find out whether *Rif1* is among these genes, we first knocked down the expression of *Pou5f1* by RNA interference. The expression level of *Rif1* was significantly decreased after *Pou5f1* knockdown (Figure 2a). This is consistent with the luciferase activity of *Rif1* promoter being reduced to 20% after *Pou5f1* knockdown, suggesting that *Rif1* is regulated by Oct4 (Figure 2b). Furthermore, overexpression of *Pou5f1* in mouse ESCs can enhance the expression of *Rif1* at both mRNA and protein level (Figures 2c and d). To determine whether Oct4 co-binds with Smad3 on *Rif1* promoter region, we performed ChIP assay with Oct4 antibody. As expected, Oct4 was highly enriched on the promoter regions of *Rif1* where Smad3 binds (Figure 2e). These data support previous reports that Oct4 positively regulates *Rif1* expression in mouse ESCs.^33, 35^

Through co-immunoprecipitation and sequential ChIP experiments, Mullen *et al.*^4^ discovered that Oct4 can form a complex with Smad3 and recruit Smad3 to a *Lefty1* enhancer to regulate *Lefty1* expression in mouse ESCs. Prompted by the opposed regulatory roles of Smad3 and Oct4 on *Rif1*, we first examined whether Smad3 is required for Oct4 to bind to *Rif1* promoter. As the Oct4 protein level is similar in WT and *Smad3−/−* ESCs,^12^ we directly performed a ChIP assay with Oct4 antibody. We found that Oct4 enrichment on *Lefty1*, *Lefty2* and *Rif1* in WT and *Smad3−/−* ESCs was not obviously affected by the depletion of *Smad3* (Figure 2f). We then investigated whether Oct4 is required for recruiting Smad3 to bind to *Rif1*. We knocked down *Pou5f1* by shRNA. After 1-day selection with puromycin, the mRNA level of *Pou5f1* was significantly reduced, but the expression of *Smad3*, pluripotent marker *Nanog*, lineage markers *Cdx2*, *Cxcr4* and *T* were not significantly changed and ESCs still maintained the colony morphology (Supplementary Figure S3A). Meanwhile, the Oct4 protein level was obviously decreased, whereas the Smad3 was not affected (Supplementary Figure S3B). We performed ChIP assay with Smad3 antibody using cells at this stage and found that the binding efficiency of Smad3 on *Lefty1*, *Lefty2* and *Rif1* was significantly reduced after *Pou5f1* knockdown (Figure 2g). To further confirm that Oct4 and Smad3 co-bind to *Rif1* promoter, we performed re-ChIP assay with a Smad3 antibody after Oct4 ChIP and discovered that Smad3 and Oct4 do bind to *Rif1* promoter simultaneously (Figure 2h). These data suggested that Oct4 is required for Smad3 to bind to *Rif1* promoter, but Smad3 is not required for Oct4 binding.

### *Rif1* promoter shows Smad3-dependent H3K27 methylation

Mullen *et al.*^4^ reported that Activin could induce both upregulation and downregulation of the expression of Oct4 and Smad3 co-occupied genes, indicating that Oct4 and Smad3 regulate their targets by sophisticated regulatory mechanisms. To uncover how Oct4 and Smad3 regulate *Rif1*, we performed the ChIP assay with histone modification markers, H3K9me2, H3K9me3, H3K4Me3 and H3K27Me3. H3K9me2 and H3K9me3 label the heterochromatin and H3K4me3 and H3K27me3 are the bivalent markers that label genes related to pluripotency and differentiation.^36, 37, 38^ *Rif1* promoter was enriched by H3K4me3 and H3K27me3, but not by H3K9me2 and H3K9me3 (Figures 3a and d). Depletion of *Smad3* did not affect H3K4me3 enrichment (Figure 3c), but seriously affected H3K27me3 enrichment. However, H3K27me3 level at *Lefty1* and *Lefty2* was not obviously affected after *Smad3* depletion (Figure 3d). This result implies that *Rif1* expression is controlled by a specific epigenetic modification involving Smad3. As Suz12 is the key component of the polycomb repressive complex (PRC2) and contributes to H3K27me3, we performed a ChIP assay with a Suz12 antibody. We found that Suz12 enrichment on *Rif1* is significantly reduced after *Smad3* depletion, but its enrichment on *Lefty1* and *Lefty2* was stable (Figure 3e). Taken together, these data suggest that, although Oct4 and Smad3 co-bind to *Lefty1*, *Lefty2* and *Rif1*, the mechanism used to regulate *Rif1* is different to that used to regulate *Lefty1* and *Lefty2*. In the *Rif1* regulatory complex, Smad3 has a critical role in loading PRC2 to regulate the expression of *Rif1* through H3K27 methylation.

### *Smad3−/−* ESCs show higher cell proliferation and DNA repair capacities than WT ESCs after ultraviolet irradiation

Our previous studies showed that *Smad3* depletion enhanced the anti-apoptosis capacity of ESCs. To further substantiate this observation, we set out to examine the response of WT and *Smad3−/−* ESCs to DNA damage in detail. Before ultraviolet (UV) irradiation, WT and *Smad3−/−* ESCs showed no obvious difference after propidium iodide (PI) staining. Further, labeling the cells with bromodeoxyuridine (BrdU) revealed that more *Smad3−/−* ESCs showed active DNA replication than WT ESCs. WT and *Smad3−/−* ESCs were then exposed to UV irradiation (40 mJ/cm^2^) to induce DNA damage. Five hours later, the cells were pulse labeled with BrdU and cultured for another 30 min. Subsequently, the cells were collected and stained with PI and FITC-conjugated BrdU antibody for flow cytometry analysis. About 7% *Smad3−/−* ESCs showed active DNA replication compared with only about 3% for the WT cells (Figures 4a and b). This result demonstrated that *Smad3−/−* ESCs have a higher cell proliferation capacity than WT ESCs after DNA damage.

In responding to the DNA damage after UV irradiation, ATR-Chk1 and ATM-Chk2 are activated to modulate checkpoint, DNA repair, apoptosis and cell senescence. Replication protein A (RPA) is an ssDNA-binding protein in eukaryotes and prevents ssDNA from forming hairpin structures or re-annealing when the DNA is under repair, replication or recombination.^39, 40, 41, 42^ RPA is upregulated after DNA damage and it is essential for the ATR-mediated DNA damage checkpoint.^43, 44^ *Smad3−/−* ESCs expressed a significantly higher level of RPA than WT ESCs at 1 h and 3 h after UV irradiation (Figure 4c). Consistent with this, phosphorylated Chk1 was significantly higher in *Smad3−/−* ESCs than WT ESCs, whereas phosphorylated Chk2 was only slightly increased in *Smad3−/−* ESCs (Figure 4d). These data imply an elevated DNA damage response in *Smad3−/−* ESCs.

H2AX, a histone H2A variant, is phosphorylated by ATM after DNA damage. It binds to the damaged DNA and attracts more proteins to join the DNA repair, thus it is a good indicator of DNA damage.^45, 46, 47, 48^ Significant amounts of H2AX were detected in both WT and *Smad3−/−* ESCs 1 h after UV irradiation, suggesting substantial DNA damage in these cells (Supplementary Figure S5A). However, 6 h after UV irradiation, phosphorylated H2AX was significantly less in *Smad3−/−* ESCs than WT ESCs (Figure 4e), indicating that, at this point in time, less-damaged DNA remained in the *Smad3−/−* ESCs. All these observations confirm that *Smad3−/−* ESCs have an enhanced DNA repair ability after UV irradiation. Rif1 has been demonstrated to be highly associated with UV-induced DNA damage response and checkpoint activation.^30, 48^ We analyzed the phosphorylation level of Chk1 in *Smad3−/−* ESCs after being transfected with Rif1 shRNA and treated with UV irradiation. Phosphorylated Chk1 was significantly reduced in the *Rif1* knockdown *Smad3−/−* ESCs compared with the control knockdown *Smad3−/−* ESCs (Supplementary Figure S5B), suggesting that upregulation of *Rif1* in *Smad3−/−* ESCs mediates the enhanced DNA damage response after UV irradiation.

### Reduced cell proliferation by knockdown of *Rif1* in *Smad3−/−* ESCs

To check whether the upregulation of *Rif1* is a major factor for *Smad3−/−* ESC-enhanced proliferation, two shRNAs targeting to two different regions of *Rif1* gene were constructed. Both of them could efficiently reduce Rif1 at both mRNA and protein level. Knockdown of *Rif1* caused ESC differentiation with downregulation of pluripotent markers alkaline phosphatase (AP) and Oct4 and upregulation of differentiation markers *Cdx2*, *Gata6*, *T* and *Fgf5* (Supplementary Figures S4A–S4D). Next we transfected Rif1 shRNA into the *Smad3−/−* ESCs. We found that the expression level of *Rif1* in *Smad3−/−* ESCs could be reduced to about the *Rif1* level in WT ESCs by Rif1 shRNA after selection with puromycin for 3 days (Figures 5a and b). To constantly reduce *Rif1* expression in *Smad3−/−* ESCs, we transduced *Smad3−/−* ESCs with lentivirus to stably express Rif1 shRNA. By picking a number of single-cell colonies, we were able to select *Smad3−/−* ESCs with stably reduced *Rif1*. Rif1 shRNA-transduced *Smad3−/−* ESCs expressed significantly lower Rif1 than *Smad3−/−* ESCs and control shRNA-transduced *Smad3−/−* ESCs, but a similar level of Rif1 to WT ESCs (Figure 5c). These Rif1 shRNA-transduced *Smad3−/−* ESCs could still proliferate. The expression of *Ccnd2* (cyclin-D2), which is increased in *Smad3−/−* ESCs,^12^ was significantly decreased by *Rif1* reduction (Figure 5d). Besides, BrdU integration assay revealed that proliferating cell number in *Rif1* knockdown *Smad3−/−* ESCs was significantly reduced to about the WT ESC level (Figures 5e and f), suggesting that upregulation of *Rif1* in *Smad3−/−* ESCs is one of the main factors enhancing ESC proliferation.

### The cell migration capacity of *Smad3−/−* ESC-differentiated cells is reduced by knockdown of *Rif1*

*Smad3−/−* ESC-differentiated cells show enhanced cell migration.^12^ To examine whether upregulation of Rif1 contributes to cell migration (Supplementary Figure S6A), we performed wound-healing and transwell assays. After induction of ESC differentiation by withdrawing 2i and leukemia inhibitory factor (LIF), a wound scratch was generated. Three hours after the scratch, there was no obvious difference in the wound gap between control and Rif1 shRNA-transduced *Smad3−/−* ESC-differentiated cells. But at 12 h after the scratch, the wound gap of the control sample was narrower than *Rif1* knockdown sample, suggesting a reduced cell migration capacity caused by *Rif1* knockdown. This difference was more obvious at 24 h (Figure 6a). In addition, a transwell assay also revealed that *Rif1* knockdown *Smad3−/−* ESC-differentiated cells had lower migration capacity than the control (Supplementary Figure S6B). This is consistent with the cell migration markers *Mmp2* and *Mmp9* being significantly downregulated in *Rif1* knockdown *Smad3−/−* ESC-differentiated cells compared with the control knockdown samples (Supplementary Figure S6C).

### Rif1 shRNA-transduced *Smad3−/−* ESCs form less-malignant teratomas

To investigate whether upregulation of *Rif1* is responsible for *Smad3−/−* ESCs forming malignant teratoma, we subcutaneously injected WT, *Smad3−/−* ESCs and Rif1 shRNA-transduced *Smad3−/−* ESCs into SCID mice. Four weeks later, all the injected ESCs had formed tumors. *Smad3−/−* ESCs formed the largest tumors and Rif1 shRNA-transduced *Smad3−/−* ESCs formed the smallest tumors (Figure 6b). The same result was obtained by a repeat injection assay. Hematoxylin and eosin staining revealed that all these tumors were teratomas with tissues of three germ layers (Supplementary Figure S6D). Genotyping of tumor samples confirmed the integration of Rif1 shRNA in the teratoma cells produced by Rif1 shRNA-transduced *Smad3−/−* ESCs (Figure 6c). Furthermore, the cell proliferation gene *Ccnd2* and cell migration genes *Mmp2* and *Mmp9* were significantly reduced in the teratomas formed by Rif1 shRNA-transduced *Smad3−/−* ESCs compared with the teratoma formed by control *Smad3−/−* ESCs (Figure 6d). Staining the teratomas with proliferating cell nuclear antigen (PCNA) antibody showed that *Smad3−/−* ESC-formed teratomas contained more PCNA-positive cells than WT ESC and Rif1 shRNA-transduced *Smad3−/−* ESC-formed teratomas (Figures 6e and f). Collectively, these results demonstrated that upregulation of *Rif1* is one of the main factors in *Smad3−/−* ESC transformation.

## Discussion

In this study, we found that Rif1, a factor involved in genomic stability, is tightly regulated by Oct4 and Smad3 in mouse ESCs. Oct4 recruits Smad3 to the *Rif1* promoter and facilitates the loading of the PRC2. To maintain *Rif1* expression at a proper level in ESCs, Oct4 activates *Rif1* expression, but Smad3 is involved in repressing it (Figure 7). Mullen *et al.* reported that Nanog, Oct4 and Sox2 form a complex and tend to co-bind with Smad3 on many genes. From the ChIP-seq data of their report, we found that Nanog, Oct4 and Sox2 all bind to the SBE of *Rif1.*^4^ It is therefore likely that *Rif1* is synergistically regulated by these core transcription factors in ESCs. From past reports and our own studies, it seems very important to keep *Rif1* expressed at a suitable level to sustain ESC pluripotency and stability. Low level of *Rif1* leads to mESC differentiation.^35^ However, high level of *Rif1* is also deleterious to ESCs by driving malignant transformation of *Smad3−/−* ESCs. Comparison of the expression of *Smad3* and *Rif1* between teratoma cells and teratocarcinoma cell lines F9 and P19 revealed that *Smad3* was significantly lower in teratocarcinoma cells than teratoma cells, whereas *Rif1* is significantly higher in teratocarcinoma cells than teratoma cells (Supplementary Figures S7A and S7B). These data support our findings and indicate that a disturbance in the expression of *Smad3* and *Rif1* may be one of the underlying mechanisms for teratocarcinoma formation.

It is reported that Rif1 colocalizes with DNA double-strand breaks (DSBs) and is involved in DNA repair.^48^ Recent studies revealed that Rif1 contributes to the inhibition of 5′ end resection of DSBs, the first step of homologous recombination (HR). As a result, NHEJ, an error-prone DNA repair is promoted with Rif1 presence. In the absence of Rif1, the level of misjoined chromosomes is significantly reduced.^20, 21, 23, 49^ NHEJ leads to more chromatin instabilities, such as deletions, translocations and amplifications, than HR. Chromatin instability is closely linked to cancer cell formation as it enables rapid evolution of cell subclones that show enhanced proliferation, migration and resistance to drug treatment.^50^ Owing to the important role of Rif1 in NHEJ, it is not surprising that it acts as an anti-apoptosis factor and is linked with tumor formation.^51, 52, 53^ The Rif1 level is found to be significantly increased in the breast cancer cells and depletion of Rif1 makes them more sensitive to drug treatment.^51^ Here we observed that Rif1 is highly upregulated in *Smad3−/−* ESCs, which also adopt some cancer cell-like properties. Upregulation of Rif1 leads to enhanced DNA repair, most likely through NHEJ. Therefore, the chromatin of *Smad3−/−* ESCs may be more unstable than WT ESCs and knockdown of *Rif1* in *Smad3−/−* ESC may just slow down the pace of the cells from evolving into more malignant cells. It has been found that *Rif1* depletion can sensitize cancer cells to drug treatment with enhanced apoptosis.^51^ Recent study revealed that Rif1 is important in maintaining the telomere stability in ESCs as it can repress Zscan4, which can trigger hyper-telomere elongation and cell senescence from an elevated expression.^18^ Interestingly, the Rif1 shRNA-transduced *Smad3−/−* ESCs formed smaller teratomas than WT and *Smad3−/−* ESCs. This might be because the constant expression of shRNA of *Rif1* triggers apoptosis and cell senescence. On the basis of these results, it is worthwhile investigating whether control of Rif1 levels by drugs could benefit the treatment of teratocarcinoma.

## Materials and methods

### Cell culture and differentiation

Derivation of WT and *Smad3−/−* mouse ESCs was described in previous reports.^12, 54^ The ESCs were maintained on feeders under the normal ESC medium, which is composed of DMEM with high glucose (Gibco, Life Technologies, Grand Island, NY, USA) supplemented with 15% ES culture grade FBS (Gibco), 0.1 mM non-essential amino acids (NEAA; Gibco), 0.1 mM 2-mercaptoethanol (Gibco), 2 mM glutamine (Gibco), 100 U/ml penicillin and streptomycin (Gibco) and 1000 U/ml LIF (Millipore, Billerica, MA, USA). To obtain feeder-free ESC lines, ESCs were passaged 2–3 times to completely get rid of the feeder cells and grown on a 0.2% gelatin (Sigma, St. Louis, MO, USA)-coated dish in ES medium containing LIF and 2i (1 *μ*M PD325901 and 3 *μ*M CHIR99021).

For ESC differentiation assay, 2i and LIF were removed and 1 μM retinoic acid (RA) was added in the culture medium to induce ESC differentiation. For EB formation assay, monolayer undifferentiated WT ESCs and *Smad3−/−* ESCs were trypsinized into single cells, and then seeded, at a density of 1 × 10^6^ cells/10 ml, in a 10 cm non-adherent dish in ESC culture medium devoid of 2i and LIF. The culture medium was changed every 2 days and the EBs collected on days 2, 4, 6, 8 and 10.

### Plasmid constructs

Two shRNA constructs targeting *Rif1* were generated according to previous reports with pSuper.puro vector (Addgene, Cambridge, MA, USA).^35^ To generate lentiviral vector for express shRNA by lentivirus, Rif1 shRNA sequences together with the H1 promoter were cut from pSuper plasmid with EcoRI and ClaI and sub-cloned to pLVTH plasmid. To construct the Rif1 promoter reporter plasmid, a 2000 bp fragment, encompassing the Smad3-binding sites, was amplified by primers from the genomic DNA of mouse ESCs and cloned into a pGL3 vector (Promega, Madison, WI, USA) at the *Mlu*I and *Xho*I sites. To construct the pCAG-*GFP*, pCAG-*Smad3* and pCAG-*Pou5f1* plasmids, the ORF sequences of these genes were amplified from the cDNA of mouse ESCs, digested and inserted into pCAG-Flag vector (Addgene) at *Bgl*II-*Xho*I (*GFP* and *Smad3*) and *Mlu*I-*Xho*I (*Pou5f1*) sites. All the amplification primers have been added to Table 1 and these recombinant vectors have been sequenced.

### Real-time PCR assay

Real-time PCR analysis was conducted using the ABI Prism 7900HT (Applied Biosystems, Foster City, CA, USA) analysis machine with SYBR Premix Ex Taq (TaKaRa, Shiga, Japan) according to the manufacturer's instructions. The cycle (*C*_T_) values of target genes were first normalized against the *C*_T_ value of an internal control (*Actin* gene) and then normalized against the *C*_T_ value of corresponding transcripts of the control sample. The DNA primer sequences used for the real-time PCR assay are listed in Table 1. For each pair of the primer, only one correct size band and one peak were detected. All the real-time PCR assays comprised triplicate data with samples from three independent experiments.

### Western blot

WT and *Smad3−/−* ESCs were collected with RIPA protein lysis buffer, containing 0.2 M NaCl, 1% SDS, 1 mM PMSF inhibitor and 0.1 M DTT. Then, the SDS-PAGE was used to separate the proteins. After separation, the proteins were transferred to PVDF membranes (Pall Corporation, Port Washington, NY, USA). Subsequently, the PVDF membranes were blocked in 5% nonfat milk (BD Company, Franklin Lakes, NJ, USA) in TBS with 0.1% Tween-20 for 1 h at room temperature and incubated with the primary antibody in TBS+0.1% Tween-20 overnight at 4 °C. The primary antibodies and the dilution ratios were as follows: Mouse anti-Gapdh (A-3) (sc-137179; Santa Cruz Biotechnology, Santa Cruz, CA, USA) used at 1/2000; Rabbit anti-Smad3 antibody (06–920, Upstate, Billerica, MA, USA) used at 1/1000; Goat anti-Oct3/4 (N-19) (sc-8628; Santa Cruz Biotechnology) used at 1/2000; Rif1 antibody (provided by Ian R Adams) used at 1/1000 dilution; Anti-Replication Protein A (Ab-2) (RPA34-19) antibody (Millipore) used at a concentration of 5 μg/ml; and Rabbit anti-pH2AX (Ser139, #2577), anti-pChk1 (Ser345, #2348) and anti-pChk2 (Thr68, #2661; Cell Signaling Technology, Denver, MA, USA) used at 1/1000 dilution. After blotting with the primary antibody, the PVDF membranes were washed with TBS+0.1% Tween 205 times, for 10 min each, and then blotted with the proper secondary antibodies. The secondary antibodies were anti-mouse immunoglobulin G (IgG)-HRP (Sant Cruz Biotechnology; Sc-2314) and anti-Rabbit IgG-HRP (GE Healthcare Life Sciences Dako, Piscataway, NJ, USA) at 1/10000 dilutions for both. Eventually, the signals were tested using ECL detection reagents (Abcam, Cambridge, UK).

### Microarray

Total RNAs of WT ESCs and *Smad3−/−* cells were extracted using Trizol (Invitrogen, Life Technologies) according to the manufacturer's instructions. Ten  μg of total RNAs was aliquoted and digested with DNAse (New England Biolaboratory, Ipswich, MA, USA) at 37 °C for 45 min to remove DNA contamination, and then the RNA samples were purified with a RNeasy mini-kit (Qiagen, Valencia, CA, USA) according to the manufacturer's instructions. Subsequently, the purified RNAs were transferred for reverse transcription, labeled and hybridized to an Affymetrix mouse exon 1.0 ST Array (Santa Clara, CA, USA) according to the manufacturer's instructions. The array data were analyzed using Partek Inc (St. Louis, MO, USA) and Genespring software (Agilent Technologies Inc, Santa Clara, CA, USA). The threshold for gene expression was 1.5-fold. The expression level of genes larger than 1.5-fold (up or down) were picked out to draw the heat map. The GEO access number for the microarray data is GSE57995.

### ChIP assay

A ChIP assay for mouse ESCs was carried out as described previously.^55^ Briefly, 1% (w/v) formaldehyde was added to 3 × 10^7^ cells and incubated at room temperature for 10 min, then inactivated by adding 125 mM glycine for 5 min. The cells were then lysed and the chromatin fragmented by a Bioruptor Sonicator (Bioruptor UCD-200, Diagenode Company, Liège, Belgium) to a size around 500 bp. Soluble chromatins were incubated at 4 °C overnight with a Dynabead (Invitrogen) coupled anti-Smad3 antibody (06–920, Upstate), anti-Oct3/4 (N-19) (sc-8628; Santa Cruz Biotechnology), anti-H3K9Me2 antibody (Milipore), anti-H3K9Me3 antibody (Milipore), anti-H3K4Me3 antibody (Abcam), anti-H3K27Me3 antibody (Milipore), anti-SUZ12 antibody (Abcam) or a corresponding control IgG (Milipore). The antibody-enriched DNAs were decrosslinked and purified with phenol–chloroform (Ambion, Applied Biosystems), followed by ethanol precipitation. The precipitated DNA was dissolved in TE buffer and analyzed by real-time PCR using the ABI Prism 7900HT sequence detection system and SYBR Premix Ex Taq (TaKaRa). Fold enrichments of the enriched DNA were calculated according to ratios of the immunoprecipitated DNA to the input samples and then normalized against the DNA level at control regions. All the DNA primer sequences used for the ChIP-qPCR assay are listed in Table 1. For each pair of the primer, only one correct size band and one peak were detected. All the real-time PCR assays comprised triplicate data with samples from three independent experiments.

### Luciferase assay

For luciferase assay, the Renilla plasmid (5 ng per well) was used as the internal transfection control, whereas the pGL3 empty vector (100 ng per well) was used as the experimental control. Lipfectamine 2000 (Invitrogen) was used to conduct transfection experiments following the manufacturer's instructions. Forty-eight hours after transfection, luciferase activity was detected using a Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions. Transfection of each pGL3 construct was performed in triplicate in each assay and a total of three independent experiments were performed. Empty vector (pGL3) was transfected to both WT and *Smad3−/−* ESCs in triplicate for normalization. The luciferase readings were recorded and ratios of Renilla luciferase readings to firefly luciferase readings were recorded for each experiment and triplicate data averaged. The average values of the tested constructs were normalized to the activity of the pGL3 empty construct and the Renilla activity. The error bar represents mean±S.D. (*n*=3).

### AP stain

WT and *Smad3−/−* ESCs were washed with DPBS buffer (Dulbecco's phosphate-buffered saline, Invitrogen) and fixed with a solution containing 90% methanol and 10% formaldehyde for 20 min at room temperature. The ESC samples were then washed with DPBS buffer three times, each for 3 min. Subsequently, the ESCs were incubated for 15 min in the dark chamber at room temperature with an AP staining solution composed of solution A (0.4 mg/ml Fast Red Violet LB Base solution, Sigma), solution B (4 mg/ml Napthol AS-BI phosphate solution, Sigma) and water, in a ratio of 2 : 1 : 3, according to the manufacturer's instructions. Finally, the ESC samples were washed with DPBS buffer three times, each for 3 min, and photographed with an Olympus microscope (FV1000, Olympus, Tokyo, Japan).

### BrdU integration and flow cytometry analysis

3 × 10^5^ WT ESCs and *Smad3−/−* ESCs, respectively, were seeded on six-well plates in an ESC culture medium for 2 days and then incubated in a serum-free ESC culture medium for one night. The next morning, the medium was replaced with a thin layer of PBS buffer and the cells were irradiated with UV (40 mJ cm^−2^) using UV Stratalinker 2400 (Stratagene Company, Oceanside, CA, USA). After UV irradiation, the cells were cultured in normal conditions (37 °C and 5% CO_2_) for another 3 h in ESC culture medium containing serum. Thirty minutes before collecting the samples, then BrdU (10 *μ*M) was added in the medium for pulse integration. The WT ESCs and *Smad3−/−* ESCs were then digested with 0.25% EDTA-trypsin to obtain single cells, which were subsequently fixed in cold 70% ethanol, overnight at 4 °C. To remove RNA contamination, WT and *Smad3−/−* ESC samples were treated with 100 *μ*g/ml RNAse (Sigma) for 30 min at 37 °C. Next, the cells were stained with the Alexa Fluor 488 conjugate anti-BrdU mouse monoclonal antibody (1 : 100, Invitrogen) for 1 h at room temperature. Eventually, the cells were washed with PBS and stained with 20 *μ*g/ml PI solution (Sigma) at 37 °C for 1 h in a dark room. Flow cytometric analysis was performed on 10,000 gated events using a FACS Calubur (BD Biosciences, Becton Dickinson, Franklin Lakes, NJ, USA). The software used to analyze the phase distribution of the cell cycle was FCS Express V3 (De Novo Software Company, Los Angeles, CA, USA). The cell distribution ratio data were collected and analyzed. All the data were duplicated.

### Wound-healing assay and transwell assay

4 × 10^5^ WT and *Smad3−/−* ESCs were seeded in six-well tissue culture plates, respectively, in 2i and LIF ESC culture media. After 2 days, the ESC media were changed to differentiation media, in which 2i and LIF were removed and 1 *μ*M RA (Sigma) was added, for another day to promote quick ESC differentiation. When ESCs were completely differentiated into monolayer cells, autoclaved yellow pipette tips were used to generate scratches. After scratching, the detached cells were removed by washing twice with DPBS buffer, and then cultured in differentiation media for another 24 h under normal condition. Images were taken by a Zeiss microscope (Carl Zeiss, Jena, Germany) and analyzed, using Image J software (NIH, Washington, DC, USA), at 0 and 24 h. Triplicate independent assays were performed. The cell invasive assay was performed using the CytoSelect 24-Well Cell Invasion Assay Kit (Cat # CBA-110-COL, Cell Biolabs, Inc., San Diego, CA, USA) according to the manufacturer's instructions.

## Figures and Tables

**Figure 1:**
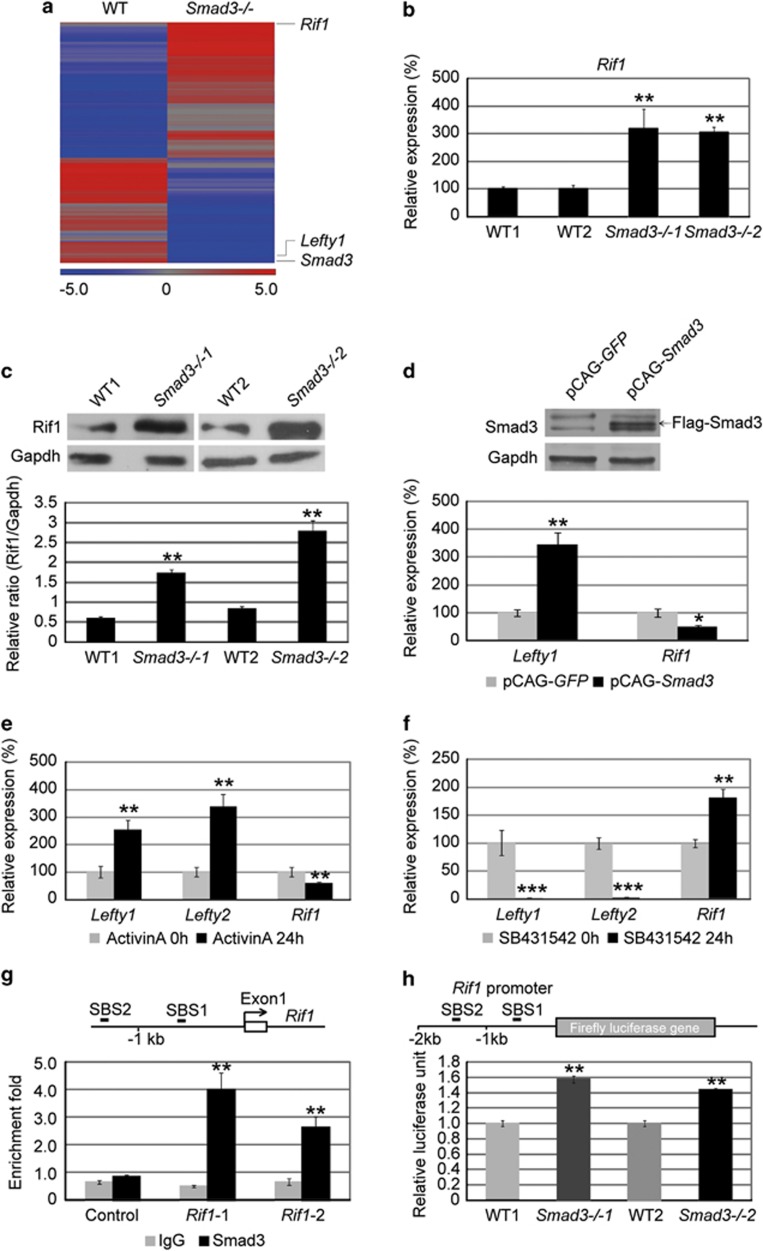
Smad3 represses *Rif1* expression in ESCs. (**a**) The heat map shows the expression profile of genes with mRNA level increased or decreased for more than 1.5-fold in *Smad3−/−* ESCs compared with WT ESCs. *Lefty1* and *Smad3* are decreased, whereas *Rif1* is increased in *Smad3−/−* ESCs compared with WT ESCs. (**b**) Quantitative real-time PCR to examine the mRNA level of *Rif1* in WT and *Smad3−/−* ESCs. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**c**) Western blot and densitometric analyses of the expression of Rif1 in WT and *Smad3−/−* ESCs. Gapdh expression level was used as an internal control. The data are shown as the mean±S.D. (*n*=2). (**d**) Western blot analysis of Smad3 (upper layer) and real-time PCR analysis of *Lefty1* and *Rif1* (lower layer) in pCAG-*GFP-* and pCAG-*Smad3*-transfected *Smad3−/−* ESCs. Gapdh protein level and *Actin* expression level were used as internal controls for the western blot and real-time PCR analysis, respectively. Arrow indicates the overexpression band of Flag-Smad3. The real-time PCR data are shown as the mean±S.D. (*n*=3). (**e**) Quantitative real-time PCR to examine mRNA expression levels of *Lefty1, Lefty2* and *Rif1* in mouse ESCs with Activin A (25 ng/ml) treatment for 0 and 24 h. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**f**) Quantitative real-time PCR to examine mRNA expression levels of *Lefty1, Lefty2* and *Rif1* in mouse ESCs with SB431542 (10 *μ*M) treatment for 0 and 24 h. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**g**) ChIP-qPCR to examine Smad3 and IgG enrichment on the promoter of *Rif1*. The sketch of Smad3-binding sites on the promoter of *Rif1* has been indicated (SBS1 and SBS2), *Rif1*-1 and *Rif1*-2 regions cover SBS1 and SBS2, respectively. Protein enrichment on *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**h**) Luciferase assay to examine *Rif1* promoter activity in WT and *Smad3−/−* ESCs at 48 h after transfection. Two  kb *Rif1* promoter was cloned in front of firefly luciferase reporter. Renilla was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001)

**Figure 2:**
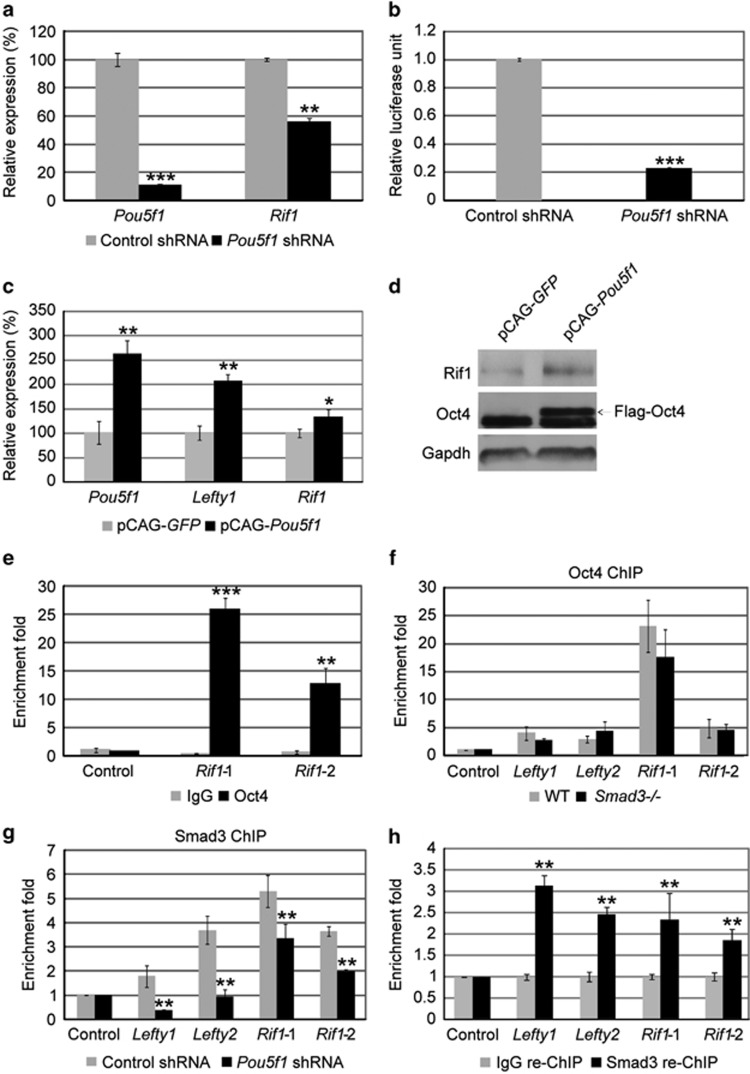
Oct4 positively regulates *Rif1* and is indispensable for Smad3 to bind to *Rif1* promoter regions. (**a**) Quantitative real-time PCR to examine the mRNA levels of *Pou5f1* and *Rif1* after transfection with pSuper control and pSuper-*Pou5f1-*shRNA plasmids. *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**b**) Luciferase assay to examine *Rif1* promoter activity in mouse ESCs transfected with pSuper control and pSuper-*Pou5f1-*shRNA plasmids. Renilla was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**c**) Quantitative real-time PCR to examine the mRNA levels of *Pou5f1*, *Lefty1* and *Rif1* after transfection with pCAG-*GFP* and pCAG-*Pou5f1* plasmids. *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**d**) Western blot analysis of the protein levels of Oct4 and Rif1 in mouse ESCs transfected with pCAG-*GFP* and pCAG-*Pou5f1* plasmids. Gapdh was analyzed as a control. Arrow indicates the overexpression band of Flag-Oct4. (**e**) ChIP-qPCR to examine the DNA enrichment of Oct4 and control IgG at the Smad3-binding sites on the promoter of *Rif*1 in mouse ESCs. Enrichment of studied proteins on *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**f**) ChIP-qPCR to examine the Oct4 enrichment at the *Lefty1*, *Lefty2* and *Rif1* in WT and *Smad3−/−* ESCs. *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**g**) ChIP-qPCR to examine Smad3 enrichment at the *Lefty1*, *Lefty2* and *Rif1* at 1-day puromycin selection after mouse ESCs were transfected with pSuper control and pSuper-*Pou5f1*-shRNA plasmids. Smad3 enrichment at *Actin* was analyzed as a control. The data are shown as the mean±S.D. (*n*=3). (**h**) Sequential ChIP assay was performed to examine Smad3 and IgG enrichment on Oct4-enriched DNAs. The quantity of enriched *Lefty1*, *Lefty2* and *Rif1* (*Rif1*-1 and *Rif1*-2) fragments was checked by real-time PCR. The data are shown as the mean±S.D. (*n*=3). Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001)

**Figure 3:**
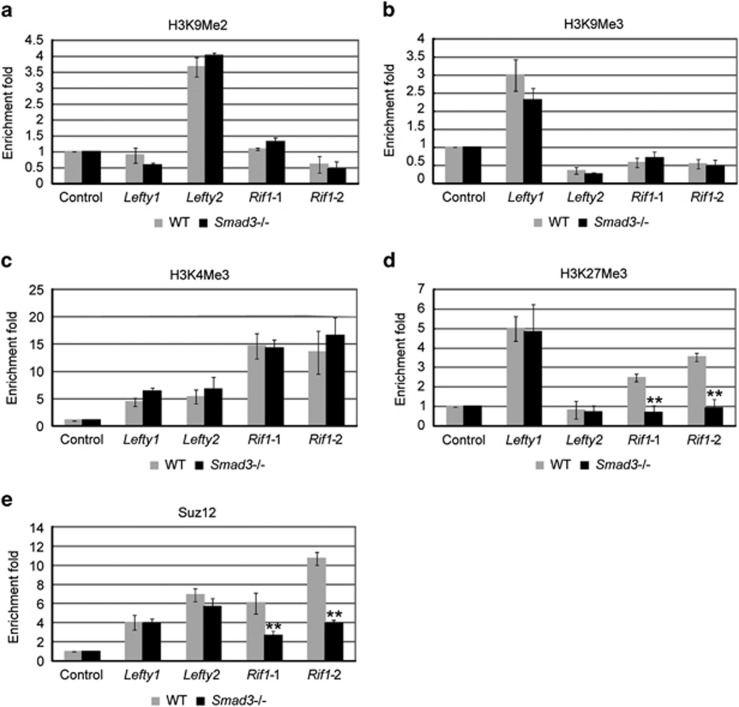
Rif1 promoter shows Smad3-dependent H3K27 methylation ChIP-qPCR to examine (**a**) H3K9me2, (**b**) H3K9me3, (**c**) H3K4Me3, (**d**) H3K27Me3 and (**e**) Suz12 enrichment at *Lefty1* and *Lefty2* enhancer and *Rif1* promoter in WT and *Smad3−/−* ESCs. Enriched *Actin* was analyzed as a negative control. The data are shown as the mean±S.D. (*n*=3). Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001)

**Figure 4:**
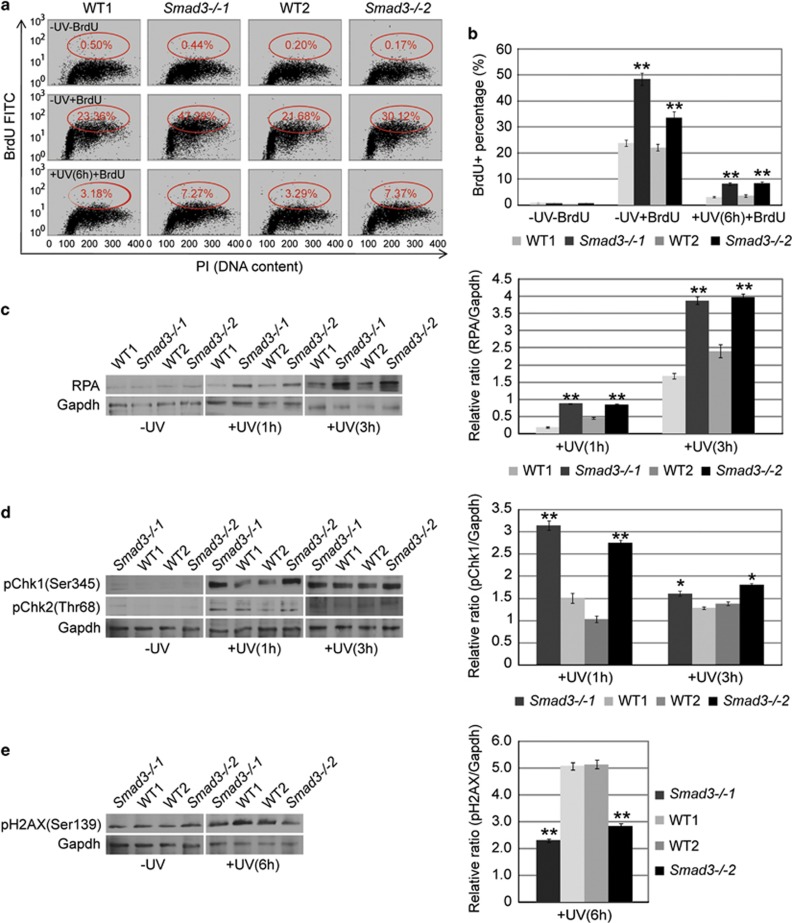
*Smad3−/−* ESCs show enhanced cell proliferation and DNA repair capacity after UV irradiation. (**a**) Representative flow cytometry dot plot of BrdU-integrated WT (WT1 and WT2) and *Smad3−/−* (*Smad3−/−1* and *Smad3−/−2*) ESCs at 0 and 6 h after UV irradiation. *x* axis represents DNA content through PI stain and *y* axis represents BrdU-FITC-labeled cells. (**b**) Statistical analysis of the BrdU-positive cell percentage of **a** from two independent experiments. The data are shown as the mean±S.D. (*n*=2). (**c**) Western blot and densitometric analyses of the expression of RPA2 in WT (WT1 and WT2) and *Smad3−/−* (*Smad3−/−1* and *Smad3−/−2*) ESCs before, and at 1 and 3 h after, UV (40 mJ/cm^2^) irradiation. Gapdh expression level was used as an internal control. The densitometric data are shown as the mean±S.D. (*n*=2). (**d**) Western blot and densitometric analyses of the expression of pChk1 (Ser345) and pChk2 (Thr68) in WT (WT1 and WT2) and *Smad3−/−* (*Smad3−/−1* and *Smad3−/−2*) ESCs before, and at 1 and 3 h after, UV (40 mJ/cm^2^) irradiation. Gapdh expression level was used as an internal control. The densitometric data are shown as the mean±S.D. (*n*=2). (**e**) Western blot and densitometric analyses of the expression of pH2AX (Ser139) in WT (WT1 and WT2) and *Smad3−/−* (*Smad3−/−1* and *Smad3−/−2*) ESCs before, and at 6 h after, UV (40 mJ/cm^2^) irradiation. Gapdh expression level was used as an internal control. The data are shown as the mean±S.D. (*n*=2). Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001)

**Figure 5:**
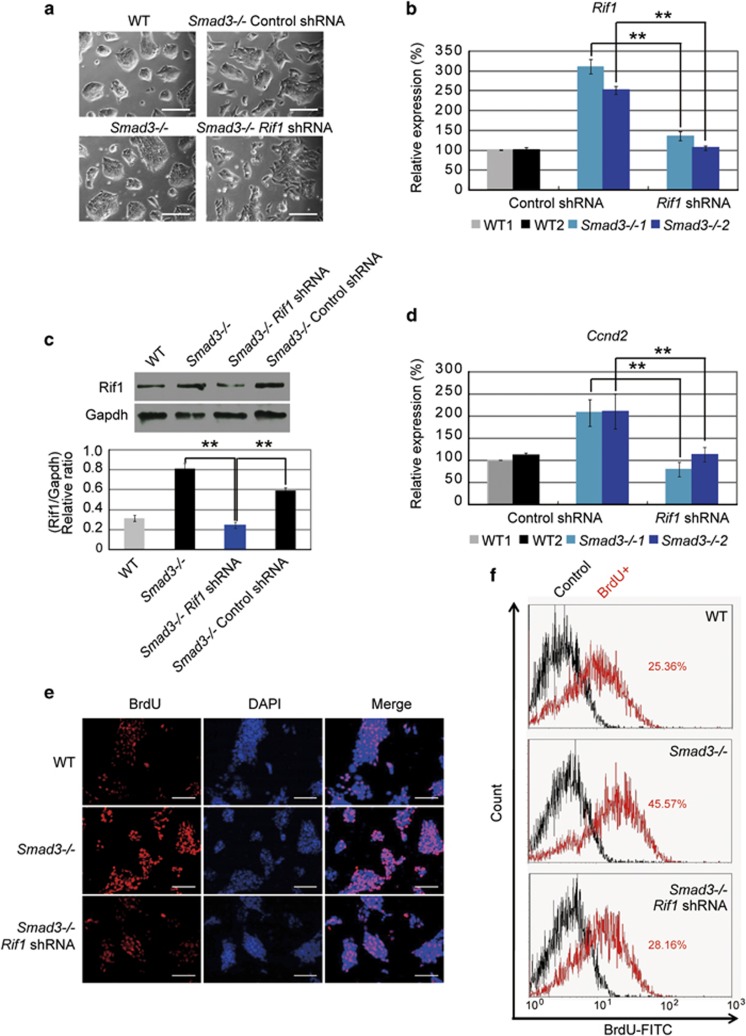
Knockdown of *Rif1* in *Smad3−/−* ESCs can attenuate cell proliferation. (**a**) Morphological appearances of WT ESCs, *Smad3−/−* ESCs and control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESCs. Scale bar=200 μm. (**b**) Quantitative real-time PCR to examine the mRNA level of *Rif1* in WT ESCs and *Smad3−/−* ESCs after being transfected with control shRNA and Rif1 shRNA plasmids. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**c**) Western blot and densitometric analyses of the expression of Rif1 in WT, *Smad3−/−* ESCs and control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESCs. Gapdh expression level was used as an internal control. The data are shown as the mean±S.D. (*n*=2). (**d**) Quantitative real-time PCR to examine the mRNA level of *Ccnd2* in WT ESCs and control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESCs. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001). (**e**) Immunofluorescence staining with BrdU antibody to examine BrdU integration in WT ESCs and control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESCs. Cells were pulse labeled with BrdU for 30 min, and then fixed for BrdU staining. The nuclei were stained with DAPI. Scale bar=200 μm. (**f**) Flow cytometry analysis of BrdU integration percentage (pulse labeled with 30 min) in WT, control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESCs. *x* axis represents BrdU-FITC cell percentage and *y* axis represents cell counts

**Figure 6:**
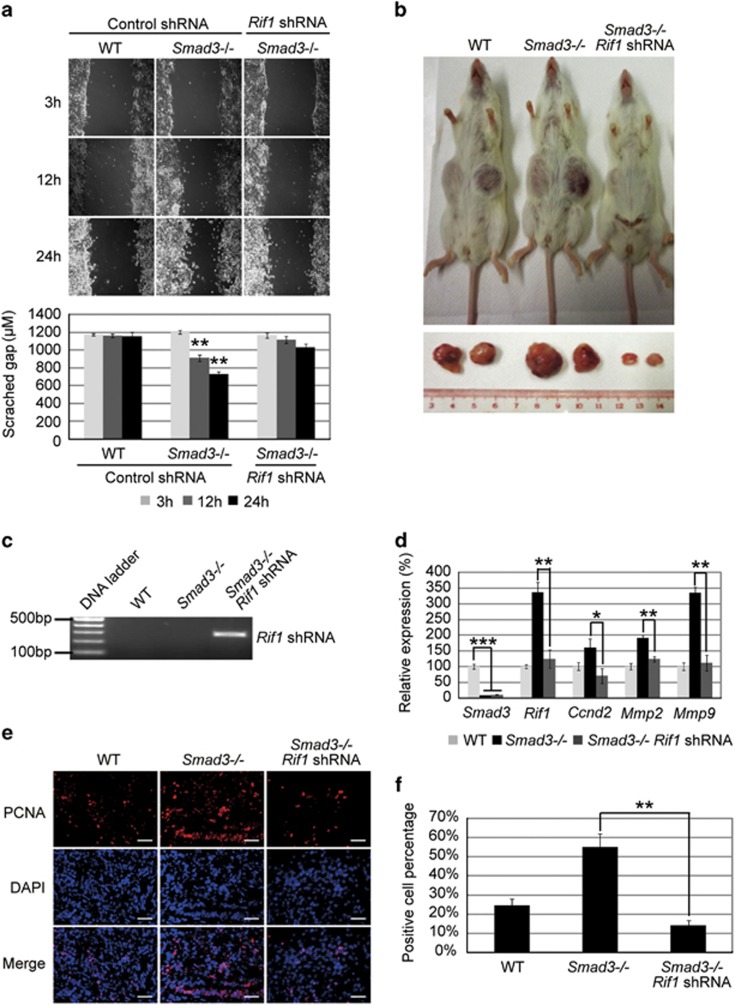
Knockdown of *Rif1* in *Smad3−/−* ESCs can attenuate cell migration. (**a**) Image (upper) and histogram (lower) of scratch wound healing of WT ESCs and control shRNA- and Rif1 shRNA-transduced *Smad3−/−* ESC-differentiated cells at 3, 12 and 24 h after scratch. The data are shown as the mean±S.D. (*n*=2). (**b**) Picture of SCID mice with tumors at 4 weeks after WT ESCs, *Smad3−/−* ESCs and Rif1 shRNA-transduced *Smad3−/−* ESCs were subcutaneously injected into SCID mice. (**c**) Genotyping of ES cell formed tumors to confirm *Rif1* shRNA integration in *Rif1* shRNA transduced *Smad3*−/− ES cells. (**d**) Quantitative real-time PCR to examine the mRNA levels of *Smad3*, *Rif1*, *Ccnd2*, *Mmp2* and *Mmp9* in tumors grown from WT ESCs, *Smad3−/−* ESCs and Rif1 shRNA-transduced *Smad3−/−* ESCs. *Actin* was analyzed as an internal control. The data are shown as the mean±S.D. (*n*=3). (**e**) Immunofluorescence staining with anti-PCNA antibody to examine PCNA expression in WT ESC, control *Smad3−/−* ESC and Rif1 shRNA-transduced *Smad3−/−* ESC-formed teratomas. The nuclei were stained with DAPI. Scale bar=200 *μ*m. (**f**) Quantification of the PCNA-positive cell percentage compared with DAPI in WT ESC, control *Smad3−/−* ESC and Rif1 shRNA transduced *Smad3−/−* ESC-formed teratomas. Statistically significant differences, calculated through student's *t*-tests, are indicated (*P<0.05; **P<0.01; ***P<0.001)

**Figure 7:**
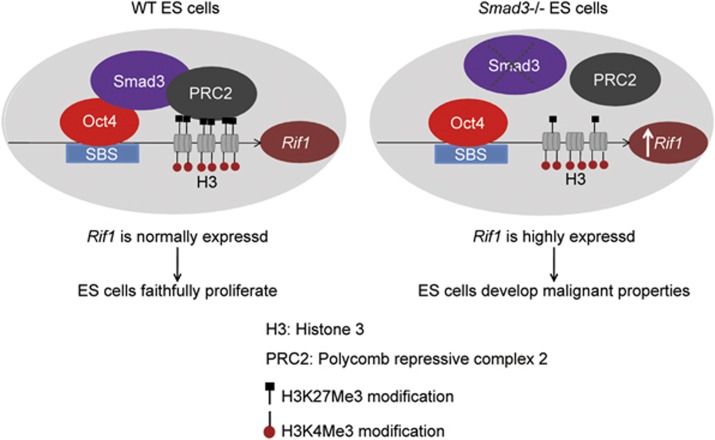
Model for Rif1 regulation and function in ESCs

**Table 1:** Primers used in the study

*Real-time PCR primers*	
Actin F	5′-ACCAACTGGGACGACATGGAGA-3′
Actin R	5′-TACGACCAGAGGCATACAGGGAC-3′
Smad3 F	5′-CTGGGCCTACTGTCCAATGT-3′
Smad3 R	5′-CATCTGGGTGAGGACCTTGT-3′
Oct4 F	5′-AAGCCTGCCAGGAGCAAA-3′
Oct4 R	5′-ATCCGGCGTTATGCTGCTCT-3′
Nanog F	5′-GGCTATCTGGTGAACGCATCTGGAAG-3′
Nanog R	5′-AACTGTACGTAAGGCTGCAGAAAGTCCTC-3′
Rif1 F	5′-ACTGTCTCCACGGATGAAGA-3′
Rif1 R	5′-CAAATAGCTGGCTTCCAGTG-3′
Lefty1 F	5′-TGTGTGTGCTCTTTGCTTCC-3′
Lefty1 R	5′-GGGGATTCTGTCCTTGGTTT-3′
Lefty2 F	5′-CAGCCAGAATTTTCGAGAGGT-3′
Lefty2 R	5′-CAGTGCGATTGGAGCCATC-3′
Ccnd2 F	5′-AAGCCTGCCAGGAGCAAA-3′
Ccnd2 R	5′-ATCCGGCGTTATGCTGCTCT-3′
Cdx2 F	5′-CCTGCGACAAGGGCTTGTTTAG-3′
Cdx2 R	5′-TCCCGACTTCCCTTCACCATAC-3′
Pax6 F	5′-GCATGCAGAACAGTCACAGCGGA-3′
Pax6 R	5′-ACTCCCGTTTATACTGGGCTATTT-3′
Hand1 F	5′-GCCAAGGATGCACAAGCA-3′
Hand1 R	5′-GGGCTGCTGAGGCAACTC-3′
Fgf5	5′-GAGAGTGGTACGTGGCCCTGAACAAGAGAG-3′
Fgf5	5′-CTTCAGTCTGTACTTCACTGGGCTGGGACT-3′
T F	5′-CATCGGAACAGCTCTCCAACCTAT-3′
T R	5′-GTGGGCTGGCGTTATGACTCA-3′
Gata6 F	5′-TGCAAGATTGCATCATGACAGA-3′
Gata6 R	5′-TGACCTCAGATCAGCCACGTTA-3′
Sox17 F	5′-TTCTGTACACTTTAATGAGGCTGTTC-3′
Sox17 R	5′-TTGTGGGAAGTGGGATCAAG-3′
Cxcr4 F	5′-AGCATGACGGACAAGTACC-3′
Cxcr4 R	5′-GATGATATGGA AGCCTTACAC-3′
Mmp2 F	5′-ATGATGACATCAAGGGGATC-3′
Mmp2 R	5′-CGCCAAATAAACCGGTCCTT-3′
Mmp9 F	5′-GAGCTGTGCGTCTTCCCCTTC-3′
Mmp9 R	5′-GGAATGATCTAAGCCCAGTGC-3′
Eomes F	5′-CCTGGTGGTGTTTTGTTGTG-3′
Eomes R	5′-TTTAATAGCACCGGGCACTC-3′
Elf5 F	5′-CCCTCCTCCTCTTCAAAACC-3′
Elf5 R	5′-AAGTTGCCACAAGACCATCC-3′
Pdgfra F	5′-ACGTTCAAGACCAGCGAGTT-3′
Pdgfra R	5′-CGATCGTTTCTCCTGC CTTA-3′
CGA F	5′-GCCAGAGTGGAGAATCATAC-3′
CGA R	5′-AACTGAAGCGCGTCAGAAGT-3′
	
*ChIP-qPCR primers*	
Actin F	5′-GTTACCCGGGATACTGACCT-3′
Actin R	5′-GGCACCACACCTTCTAC-3′
Lefty1 F	5′-GTAGCCAGCAGACAGGACAA-3′
Lefty1 R	5′-ATCCCCAATCCACATTCA-3′
Lefty2 F	5′-GCAATCTGCCCACTGTAAAA-3′
Lefty2 R	5′-TCGATCTTCCCAAGACTC-3′
Rif1-1 F	5′-CCAATTCTAGGCAGTTGCCT-3′
Rif1-1 R	5′-GGGAGTGTTGCTAAAGG-3′
Rif1-2 F	5′-ATCTCTGTGTTTGAGCACCC-3′
Rif1-2 R	5′-CGTGGAATCTTTCCGTCC-3′
	
*shRNA sequences*	
Rif1 shRNA1 F	5′-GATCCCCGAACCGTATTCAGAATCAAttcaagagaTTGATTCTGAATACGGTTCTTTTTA-3′
Rif1 shRNA1 R	5′-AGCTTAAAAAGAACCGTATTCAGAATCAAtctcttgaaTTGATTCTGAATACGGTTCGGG-3′
Rif1 shRNA2 F	5′-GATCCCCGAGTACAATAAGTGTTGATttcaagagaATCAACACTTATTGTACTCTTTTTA-3′
Rif1 shRNA2 R	5′-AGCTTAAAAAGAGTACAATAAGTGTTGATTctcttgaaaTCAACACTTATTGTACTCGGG-3′
	
*Rif1 promoter primers*	
Rif1 F	5′-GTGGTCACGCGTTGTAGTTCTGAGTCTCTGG-3′
Rif1 R	5′-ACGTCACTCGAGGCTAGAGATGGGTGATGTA-3′
	
*cDNA clone primers*	
GFP F	5′-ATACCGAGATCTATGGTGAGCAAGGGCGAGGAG-3′
GFP R	5′-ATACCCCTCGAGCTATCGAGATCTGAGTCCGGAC-3′
Smad3 F	5′-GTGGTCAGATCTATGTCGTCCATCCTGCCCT-3′
Smad3 R	5′-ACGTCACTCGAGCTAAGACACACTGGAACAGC-3′
Pou5f1 F	5′-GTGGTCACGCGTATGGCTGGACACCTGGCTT-3′
Pou5f1 R	5′-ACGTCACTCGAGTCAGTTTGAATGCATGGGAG-3′
	
*Genotyping primers*	
pLvth-Rif1 shRNA F	5′-CGCTGACGTCATCAACCCGCTCCAAGGA-3′
pLvth-Rif1 shRNA R	5′-CGTATAATGTATGCTATACGAAG-3′

## Abbreviations

AP: alkaline phosphatase
ATM: ataxia telangiectasia mutated
ATR: ataxia telangiectasia mutated and Rad3-related protein
BrdU: bromodeoxyuridine
Ccnd2: cyclin-D2
ChIP: chromatin immunoprecipitation
EB: embryoid body
ESC: embryonic stem cell
HR: homologous recombination
IgG: immunoglobulin G
LIF: leukemia inhibitory factor
MEF: mouse embryonic fibroblast
NHEJ: non-homologous end joining
PCNA: proliferating cell nuclear antigen
PI: propidium iodide
RA: retinoic acid
Rif1: RAP1-associated protein 1
RPA: replication protein A
shRNA: short hairpin RNA
Smad3: SMAD family member 3
TGF-*β*: transforming growth factor beta
UV: ultraviolet
WT: wild type

How the deposited data were processed for this re-analysis (not part of the article)

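Gene expression was measured in WT ESCs and in Smad3−/− ESCs with 1 Affymetrix mouse exon array each, both labelled as of C57BL/6 background. The methods give 10 μg of total RNA and culture with 1000 U/ml LIF, 1 μM PD0325901 and 3 μM CHIR99021. The authors deposited log2 signal per probe set for the 2 arrays. Affymetrix Expression Console and the mm8 build come from the submitters' processing notes, and the methods name Partek and Genespring for the analysis and a 1.5-fold threshold. Background correction, probe summarization, normalization between arrays and the software versions are not given in the sources used here. The base of the logarithm was taken from the range of the values. No probe set had been centred on 0, and signed differences have the direction of the column labels. Whether probe sets were summarized to genes before the paper's ranking is not given in the sources used here.

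Probe sets were named through the platform's annotation, in which 208397 had 1 gene symbol, 3965 had several and 17219 had none here. Of the 16299 symbols, 14132 were current in the RefSeq gene table of GRCm38.p6, 2124 older symbols matched 1 gene there and 43 did not match. That assembly is not the mm8 of the files, so it served only for names and for which genes neighbour each other. Genes with no probe set of their own here, among them Lefty2 and Gapdh, were not analysed here. Y-linked and X-inactivation genes had 3 and 1 measured members and were given no list median.

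The gene value was the median over the probe sets of a gene, and a gene was called expressed when the higher of its 2 values reached 8.63, the median of that value over all genes, which left 8155 genes. Genes past 1.5-fold were counted as log2 differences beyond 0.585 in each direction. Named genes were the 10 largest higher and 10 largest lower differences among expressed genes of which at least 75% of the probe sets moved in the gene's direction where there were 3 or more, every gene the paper names, and up to 4 members per gene list with the largest absolute difference. The rule, the lists and the alternatives were fixed in advance. The minimum of 5 members for a list median, the yardsticks for a moved value, the neighbour counts and the probe-set settings were chosen afterwards. List medians were set against 10000 random lists drawn from 20 bins of mean signal. With 1 array per genotype there was no replicate, no p-value and no interval, and the number of arrays limits the precision.

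The alternatives were quantile normalization, setting the median gene difference to 0, subtraction of a loess trend on mean signal (fraction 0.3), expressed genes only, a pseudocount of 50 on the linear scale, the mean over probe sets or the brightest probe set in place of the median, and for the counts a 2-fold threshold. The steps were tested on simulated data made from the WT array. Normal noise with the SD of the real differences at each signal level was added to each probe set independently. All changed or shifted genes were drawn from expressed genes with 3 or more probe sets, so recovery in other genes was not tested. Of 50 genes changed by 1.75-fold 100.0% passed 1.5-fold, of 50 changed by 2-fold 98.0%, and of 50 changed by 3-fold and 50 by 5-fold 100.0% each. Among 7567 unchanged expressed genes with 3 or more probe sets 0 passed, and among all 15884 unchanged genes 252 did. Neither number is a chance count for the arrays. Of 200 genes with 1 shifted probe set 0 passed by the median and 74 by the mean. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.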

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

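The tests of gene order were chosen after the values were seen. The 10 genes with the largest higher values among those named by the rule are outside those the paper discusses, and each was above its level in the WT array. The log2 differences (array labelled Smad3−/− minus array labelled WT) were 4.09 for Baiap2l1, 3.36 for Sgce, 2.045 for H19, 1.535 for Dmgdh, 1.52 for Rmc1, 1.29 for Cd68, 1.19 for Bhmt2, 1.175 for Cd59a, 1.105 for B3galnt1 and 1.06 for Lgals3.

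Among 7957 expressed genes with 3 or more probe sets, in the gene order of GRCm38.p6, 66 were higher and 14 lower, and 8 adjacent pairs were past 1.5-fold in one direction, in 6 runs of 14 genes such as Bhmt, Bhmt2 and Dmgdh, Tmem241, Riok3 and Rmc1, and H19 and Igf2. The highest number in 10000 random placements was 5, which argues against placement by chance for the values as deposited. The pairs were not counted under other settings. Ncam1 (0.60), Zdhhc9 (0.605) and Ttc12 (0.615) passed 1.5-fold narrowly, and Igf2 had 0.08 at its brightest probe set. For the runs, only the near flank of the targeted locus was argued against. Of the run genes, 0 were among the 20 nearest neighbours of Smad3 within these 7957 genes. Of these neighbours Coro2b (-0.70), in no run, was the only one past 1.5-fold. A longer flank on the same chromosome was not tested, so it stays open for any run on that chromosome. For segments that reach beyond the runs, the nearest gene on each side decides nothing, because a run ends by definition where it is not past 1.5-fold. The second gene on each side is not fixed in this way. All 24 flanking genes, 2 on each side, lay between -0.33 and 0.48 (median 0.1175), against a median of 0.9075 in the runs. The second genes alone lay between -0.29 (Krtap5-1) and 0.20 (Ap3b1). This argues only against segments of the same height that reach the second genes, while shorter segments and segments with smaller differences stay open. Shared local regulation, overlapping transcripts and differences between the 2 ESC lines other than Smad3 stay open and were not tested, because each genotype has 1 array.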

How the results depend on the processing

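The settings of single probe sets and of means without the farthest one were chosen after seeing the data, as were the yardsticks. A count or rank within 1.5 times counted as kept, a gene value within the SD over its probe sets, and a list median within 1 SD of the medians of random lists. No paired analysis was possible because each genotype has 1 array. The counts of 188 higher and 115 lower genes became 71 and 16 among expressed genes, 85 and 27 with the pseudocount, 324 and 420 at the brightest probe set and 32 and 21 at 2-fold, and 12405 and 7607 probe sets taken singly. The cause was not tested for the brightest probe set, while the expressed genes and 2-fold settings keep fewer genes by construction. The pseudocount draws differences toward 0 by construction, most at dim signal, and all its 85 and 27 calls were among the 188 and 115. Of the 188 and 115 genes, 160 and 103 were shared with the calls by the mean over probe sets and 117 and 86 with those by the brightest probe set. Over the alternatives fixed before the data were examined, Smad3 ranged from 0.20 to 0.57, Lefty1 from -1.30 to -0.95 and Rif1 from -0.14 to 0.26. Rif1 was below 0 in 3 of them, among which setting the median gene difference to 0 lowers every gene alike. The SD over probe sets is a wide yardstick for Rif1 (1.11, and 0.40 without its farthest probe set) and Smad3 (1.04, and 0.66 without it). The probe set farthest from 0 gave -2.50 for Smad3, -2.23 for Lefty1 and 6.70 for Rif1. The rank of Rif1 was 5416 among expressed genes, 1619 by the mean and 1 as a single probe set, against 8486. The first and the last rank other sets by construction, 8155 genes and 208397 probe sets, and the mean of 0.26 was 0.10 without probe set 5037048. List medians are small, so shifts of a few hundredths count. With the median gene difference set to 0 every gene is lowered by 0.035, so moves there hold by construction. Percentiles hardly changed there (99.58 to 99.6 for pluripotency genes). Of the list values 129 were kept and 74 moved, and for the other settings the cause was not tested. After quantile normalization they were -0.005 for TGF-beta pathway components, 0.08 for pluripotency genes, 0.0 for primed and formative pluripotency genes, -0.094 for endoderm genes, -0.0025 for fibroblast (feeder cell) genes, -0.01 for non-homologous end joining genes, -0.037 for homologous recombination genes, -0.035 for replication checkpoint genes, -0.049 for DNA replication genes, -0.10 for apoptosis regulators, -0.26 for homeobox cluster genes, 0.015 for ERK pathway feedback genes, -0.065 for Wnt pathway target genes, -0.005 for imprinted genes, 0.0025 for germline genes, 0.09 for hypoxia and glycolysis genes and -0.014 for genes named in the study. With the median gene difference set to 0 they were 0.08 for pluripotency genes, 0.0025 for homologous recombination genes, -0.005 for replication checkpoint genes, -0.05 for DNA replication genes, -0.015 for cell cycle regulators, -0.01 for polycomb complex genes, 0.065 for cytosolic ribosomal protein genes, 0.005 for reference genes and 0.0025 for genes named in the study. After removal of the trend they were 0.047 for Nodal and Activin target genes, -0.0103 for TGF-beta pathway components, 0.068 for pluripotency genes, 0.021 for primed and formative pluripotency genes, -0.0202 for non-homologous end joining genes, -0.043 for homologous recombination genes, -0.042 for replication checkpoint genes, 0.037 for telomere genes, -0.049 for DNA replication genes, -0.014 for cell cycle regulators, 0.031 for p53 target genes, -0.093 for apoptosis regulators, 0.006 for migration and matrix genes, 0.018 for ERK pathway feedback genes, 0.088 for hypoxia and glycolysis genes and -0.0018 for genes named in the study. Among expressed genes they were 0.17 for primed and formative pluripotency genes, 0.31 for neural and ectoderm genes, 0.04 for apoptosis regulators, 0.15 for migration and matrix genes, 0.21 for imprinted genes, 0.18 for germline genes and 0.23 for hypoxia and glycolysis genes. With the mean over probe sets they were 0.032 for two-cell stage genes, -0.034 for mesoderm and mesendoderm genes, -0.048 for neural and ectoderm genes, 0.075 for replication checkpoint genes, 0.14 for telomere genes, 0.013 for ERK pathway feedback genes and 0.23 for hypoxia and glycolysis genes. At the brightest probe set they were 0.025 for Nodal and Activin target genes, -0.07 for TGF-beta pathway components, 0.05 for pluripotency genes, 0.14 for two-cell stage genes, -0.16 for mesoderm and mesendoderm genes, -0.085 for neural and ectoderm genes, 0.02 for trophoblast genes, -0.16 for fibroblast (feeder cell) genes, -0.015 for non-homologous end joining genes, -0.035 for homologous recombination genes, 0.0 for telomere genes, -0.02 for cell cycle regulators, -0.045 for polycomb complex genes, -0.16 for Wnt pathway target genes, 0.03 for interferon response genes, 0.04 for cytosolic ribosomal protein genes, 0.0 for reference genes and -0.035 for genes named in the study. The pluripotency and the hypoxia and glycolysis lists stayed outside the central 95% of random lists in all 8 settings with a value, and cytosolic ribosomal protein genes in 7 of 8, DNA replication genes in 6 of 8, homeobox cluster genes in 6 of 7 and trophoblast genes in 5 of 7. Of the 24 lists inside it, apoptosis regulators came outside after quantile normalization (percentile 1.43) and removal of the trend (1.9), neural and ectoderm genes (99.12) and imprinted genes (99.04) among expressed genes, and fibroblast (feeder cell) genes at the brightest probe set (1.64). The tallies of settings include the values as deposited. They also include the median gene difference set to 0, which shifts the random lists alike, so neither is a separate check. Among expressed genes all 22 pluripotency genes stayed, with the same median of 0.115. Expressed genes gave no value for lists left with under 5 members. Of the other named genes' values, 1002 were kept and 59 moved. Signal over background was not measured here.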

Differences from the paper's values

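The paper's real-time PCR (Fig. 1b, read by eye, mean with SD) shows Rif1 at about 3.2 times the WT level in the first Smad3−/− line and about 3.1 times in the second. The array value here is 1.02-fold (median over 40 probe sets), a different assay on cells whose line is not named for the arrays. Under the alternatives set before the data were examined, the fold was 1.00 after quantile normalization, 0.993 with the median gene difference set to 0, 0.984 after the trend was removed, 1.02 among expressed genes and with the pseudocount, 1.20 for the mean over probe sets and 0.908 for the brightest probe set. None of them reached the paper's values. The paper also has Rif1 protein higher in Smad3−/− ESCs by western blot (Fig. 1c).

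The paper places Rif1 at the top of the genes raised in Smad3−/− ESCs. By the median over probe sets it ranked 8486 of 16299 genes, and by the mean 1619. The setting under which it ranks 1 takes each probe set on its own (6.70 for probe set 5037048). This setting was chosen after seeing the values, and it drops 0 of the 3 genes that the paper labels in Fig. 1a. Keeping them lends the setting no weight, since of 15996 genes within 1.5-fold by the median 6244 have a probe set higher by over 1.5-fold and 4401 have one lower.

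The paper describes Smad3 as strongly lower on the array. The median over its 16 probe sets was 0.375, with 14 probe sets higher. Under the same setting of single probe sets, chosen after seeing the values, its farthest probe set was at -2.50, and 7 others remained higher by more than 1.5-fold. Lefty1, which the paper describes as lower, was lower here at all 7 probe sets, with -1.05.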

Other observations

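The tests of Rif1 and Smad3 in this part were chosen after the values were seen. In the array labelled Smad3−/−, 2 of 16 measured germline genes were higher by more than 1.5-fold, the piRNA pathway genes Mael (0.94) and Mov10l1 (0.66, and 0.57 after quantile normalization). Of 11 primed and formative pluripotency genes Lef1, whose signal lies under the expression floor, passed 1.5-fold (0.64, but 0.575 after quantile normalization, 0.57 with the pseudocount and 0.05 at its brightest probe set), while Zic2 had 0.56, Otx2 0.33, Fgf5 -0.31 (0.30 at its brightest probe set) and Cldn6 -0.185. In all, 8 of the 11 were higher and 3 lower, and at the brightest probe set Foxd3 was the one past 1.5-fold. Of 3 measured Y-linked genes Kdm5d, under the expression floor, had a difference of 0.805 (0.39 at its brightest probe set), Uba1y of 0.78 (0.05 at its brightest probe set) and Eif2s3y of -0.32. The cyclin gene Ccnd2, which the paper describes from earlier work as raised in Smad3−/− ESCs, had a difference of 0.08, and of -0.23 at its brightest probe set. Its signal lay under the expression floor, and the paper itself measured Ccnd2 by real-time PCR. The matrix protease gene Mmp2 had 0.17 (0.074 after removal of the trend), and Mmp9, Rpa2 and Suz12 lay between -0.04 and 0.055. Mmp9 was under the expression floor. The paper measured Mmp2 and Mmp9 in differentiated cells and teratomas, RPA as protein and Suz12 by ChIP, so these values are no comparison with it. Of 17 migration and matrix genes none passed 1.5-fold, but Mmp14 (-0.58, with all 13 probe sets lower) passed it after quantile normalization (-0.64) and with the median gene difference set to 0 (-0.615), Plaur with the mean over probe sets and Zeb2 at its brightest probe set. Of the X-inactivation genes only Rlim was measured, with 0.24 (0.155 after quantile normalization).

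Rif1 is highest at a single probe set and near 0 over the gene. A 3-fold rise of the whole transcript was argued against by the median of 0.02 (SD 0.40) over the other 39 probe sets. The 20 dimmer of them, where saturation is least, had 0.055. A smaller rise was not excluded, since 6 of the 39 were higher by 0.73 to 1.11 and 0 were lower by more than 1.5-fold. Which array is the odd one at probe set 5037048 stays open, since its WT value of 3.96 was part of why it was singled out and levels of different probe sets are not comparable, and a difference in sequence or splicing between the lines is a candidate explanation that was not tested, since no probe sequence was used here. A local flaw of an array also stays open: Il18rap probe set 5037041, the previous ID in the table, went from 3.85 to 8.09, such a pair among the 63 probe sets over 3 apart arose in 1.88% of random draws, the differences of consecutive IDs were otherwise uncorrelated (r = 0.0024 across probe sets), the count was prompted by this pair, and array positions were not used here. Such isolated differences were not unique to Rif1, since 11 probe sets of genes with 10 or more probe sets and a gene value within 1.5-fold lay over 3 from their gene, 7 of them higher and 4 lower.

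Smad3 is lower at a single probe set and higher over the gene. Lower RNA over the whole gene was argued against by the median of 0.40 over the other 15 probe sets. Loss of the part that probe set 4594059 covers stays open, since 17 of 9032 genes with 10 or more probe sets (0.188%) had a probe set as low, which does not separate a deletion from another isolated difference, and the deleted part is not known here. An exchange of the labels of the 2 arrays cannot be told apart from the labels as given by these data alone, because each genotype has 1 array. The Lefty1 value of -1.05 runs as labelled, the paper's real-time PCR has Lefty1 higher when Smad3 is put back (Fig. 1d) and Rif1 higher in Smad3−/− ESCs (Fig. 1b), and neither settles the labels.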
